# Significant transcriptomic changes are associated with differentiation of bone marrow-derived mesenchymal stem cells into neural progenitor-like cells in the presence of bFGF and EGF

**DOI:** 10.1186/s13578-020-00487-z

**Published:** 2020-10-28

**Authors:** Amir Ali Khan, Tee Jong Huat, Abdullah Al Mutery, Ahmed Taher El-Serafi, Hassen Hadj Kacem, Sallam Hasan Abdallah, Muhammed Faruque Reza, Jafri Malin Abdullah, Hasnan Jaafar

**Keywords:** Mesenchymal stem cells, Neural progenitor-like cells, Differentiation, mRNA-seq, EGF, bFGF, Transcriptomic

## Abstract

**Introduction:**

Mesenchymal stem cells (MSCs) isolated from bone marrow have different developmental origins, including neural crest. MSCs can differentiate into neural progenitor-like cells (NPCs) under the influence of bFGF and EGF. NPCs can terminally differentiate into neurons that express beta-III-tubulin and elicit action potential. The main aim of the study was to identify key genetic markers involved in differentiation of MSCs into NPCs through transcriptomic analysis.

**Method:**

Total RNA was isolated from MSCs and MSCs-derived NPCs followed by cDNA library construction for transcriptomic analysis. Sample libraries that passed the quality and quantity assessments were subjected to high throughput mRNA sequencing using NextSeq®500. Differential gene expression analysis was performed using the DESeq2 R package with MSC samples being a reference group. The expression of eight differentially regulated genes was counter validated using real-time PCR.

**Results:**

In total, of the 3,252 differentially regulated genes between MSCs and NPCs with two or more folds, 1,771 were upregulated genes, whereas 1,481 were downregulated in NPCs. Amongst these differential genes, 104 transcription factors were upregulated, and 45 were downregulated in NPCs. Neurogenesis related genes were upregulated in NPCs and the main non-redundant gene ontology (GO) terms enriched in NPCs were the autonomic nervous system, cell surface receptor signalling pathways), extracellular structure organisation, and programmed cell death. The main non-redundant GO terms enriched in MSCs included cytoskeleton organisation cytoskeleton structural constituent, mitotic cell cycle), and the mitotic cell cycle process Gene set enrichment analysis also confirmed cell cycle regulated pathways as well as Biocarta integrin pathway were upregulated in MSCs. Transcription factors enrichment analysis by ChEA3 revealed Foxs1 and HEYL, amongst the top five transcription factors, inhibits and enhances, respectively, the NPCs differentiation of MSCs.

**Conclusions:**

The vast differences in the transcriptomic profiles between NPCs and MSCs revealed a set of markers that can identify the differentiation stage of NPCs as well as provide new targets to enhance MSCs differentiation into NPCs.

## Background

Bone marrow-derived mesenchymal stem cells (MSCs) have a broad differentiation capacity, including their differentiation potential into neural lineages. The differentiation potential may be due to the heterogeneous nature of MSCs [1–3]. During early mammalian development, neural crest cells migrate to the bone marrow and contribute to a subset of MSCs that express nestin, an intermediate filament protein expressed in neural stem cells [4–6]. Human induced pluripotent stem cells (iPSCs) were differentiated into neural crest cells, and the differentiated neural crest cells were further differentiated into nestin-positive MSCs, which confirmed the neural crest cells contribution to MSC populations [7]. Indeed, the iPSCs-derived human MSCs had a comparable differentiation potential to MSCs and could differentiate into adipocytes, chondrocytes, and osteoblasts.

During in vitro culture, MSCs express nestin, which is also expressed by developmental neural stem cells [8]. Nestin expression in MSCs indicates the inherent propensity of MSC differentiation toward neural lineages.

In vivo MSCs were reported to secrete neuroprotective factors in addition to their anti-inflammatory activities and modulation of microenvironment during transplantation [9, 10]. Several studies have also shown that MSCs may also be differentiated into neural lineages in vivo. These studies have demonstrated that MSCs can differentiate into neuron-like cells to be integrated into nervous system [11–15]. Furthermore, these transplantations have effectively improved the neurological function and survival status of animals after spinal cord injuries and other nervous system diseases.

MSCs can be differentiated into neural progenitor-like cells (NPCs) under the influence of bFGF and EGF in suspension (16). MSCs-derived NPCs will be more suitable for cell therapy in neurodegenerative disorders as they are more readily differentiated into neural lineages compared to undifferentiated MSCs [15, 16]. Therapeutically, it may be more effective, however, to transplant endogenous neural stem cells or primary NPCs in neurological disorders but obtaining these endogenous stem or progenitor cells are extremely difficult in addition to ethical restrictions in their extraction. Hence, it is practical to use the MSCs-derived NPCs in neurodegenerative disorders [17, 18]. Therefore, it is will be therapeutically more effective to enhance the differentiation of MSCs into NPCs.

There are generally two approaches to neural differentiation of MSC in vitro. The first approach consists of making NPCs and their subsequent differentiation into neurons and glial cells [19, 20]. The second approach directly differentiates MSCs into neurons and glial cells without prior differentiation of MSCs into NPCs [21, 22]. However, owing to the adherent nature of neurons, the generation of free-floating NPCs will better benefit its future purpose, especially in cell transplantation.

Trans-lineage differentiation is a complex process involving dynamic changes in gene and protein expressions. In our earlier study, we differentiated MSCs into NPCs using growth factor combination, such as epidermal growth factor (EGF) and basic fibroblast growth factor (bFGF) [19]. Other studies, including ours, demonstrated the differentiation of MSCs into NPCs was optimal in term of cell viability and proliferation after three days of induction [19, 23–25]. The derived NPCs can terminally differentiate into glial-like and neuronal-like cells expressing glial-marker and the neuronal marker, respectively.

Nestin and Sox2 are the main NPC markers; these markers though also expressed by MSCs, but their expression is upregulated in the MSC-derived NPCs [26]. In our previous study, we reported that the MSC-derived NPCs expressed Sox2 and Nestin. Giving the more readiness of MSCs-derived NPCs to differentiate into neurons and glial cells compared with MSCs, unravelling differential genes expression between MSCs and MSC-derived NPCs will lead to a better understanding of the molecular processes that govern this differentiation. Knowledge gained from this differential genes expression comparison will lead to a better understanding of the differentiation process which may lead to more effective transplantation strategies for NPCs in neurodegenerative disorders. Previously, we reported the dynamic change in the microRNA profile of MSCs upon NPCs differentiation [27]. We found key microRNAs that are involved in the differentiation of NPCs from MSCs. However, there is still a lack of detailed comparison of transcriptomic profiles of rat MSCs and MSCs-derived NPCs in the rat model. Hence, in this study, we utilised mRNA-Sequencing to uncover the changes in the transcriptomic profile of rat MSCs before and soon after the cells undergo neurogenic differentiation on Day 3. This study sheds further light on the propensity of MSC differentiation toward NPCs and reports that NPCs induction of MSC indeed involves a massive change in transcriptomic profiles.

## Materials and methods

### Primary MSC culture

For this study, Sprague Dawley rats were purchased from the animal facility of Universiti Sains Malaysia. MSCs were extracted from bone marrow tissues of three SD rats using a previously described method [19]. Briefly, three SD rats (4 weeks old) were euthanised using an overdose mixture of ketamine-xylazine (Ilium Troy Laboratory, Blacktown, Australia) via intraperitoneal injection. Femoral and tibial bones were then aseptically dissected, and 5 mL of 20% DMEM was injected into the central canal of the bones to extrude the marrow tissue. Next, the cell mixture was separated using Ficoll-Paque PREMIUM gradient solution (GE Healthcare Bioscience, Uppsala, Sweden), and mononuclear cells were extracted. The collected cells from three SD rats were plated at a density of 1 × 10^6^ marrow cells and incubated in a humidified chamber at 37 °C with 5% CO_2_. After 24 h, floating cells were removed using total media replacement. At 80% confluence, MSCs were detached with TrypLE™ Express stable trypsin replacement enzyme without phenol red (Life Technologies, Carlsbad, CA, USA) and subcultured until passage 3 for neural induction.

### Differentiation of MSCs into NPCs

MSCs at passage 3 (3 biological replicates) were differentiated into NPCs as previously described [19]. Briefly, MSCs (collected from three SD rats) at P3 were plated in three (triplicate) ultra-low attachment plates at a density of 1 × 10^6^ cells/mL and were induced into NPCs with NeuroCult® NS-A proliferation media (STEMCELL Technologies, Vancouver, BC, Canada) supplemented with 20 ng/ml of bFGF (C/N: 4039–10; BioVision, CA, USA), 20 ng/ml of EGF (C/N: PMG8045; Gibco, Life Technologies, Carlsbad, CA, USA) and 1% penicillin–streptomycin (Gibco, Life Technologies, Carlsbad, CA, USA). Cells were monitored daily, and growth factors were supplemented every other day.

### Differentiation of rat MSCs into adipocytes, chondrocytes, and osteocytes

The remaining MSCs after NPCs differentiation and mRNA extraction for mRNA-Seq were grown until passage 4. They were then differentiated into adipocytes, chondrocytes, and osteocytes using the StemPro® Adipogenesis differentiation kit (C/N: A1007001, Gibco, Life Technologies, Carlsbad, CA, USA), StemPro® Chondrogenesis differentiation kit (C/N: A1007101, Gibco, Life Technologies, Carlsbad, CA, USA) and the StemPro® Osteogenesis differentiation kit (C/N: A1007201, Gibco, Life Technologies, Carlsbad, CA, USA), respectively, according to manufacturer protocol. Differentiated adipocytes, chondrocytes, and osteocytes were stained with oil red O, Alcian Blue, and Alizarin Red S solution, respectively, as described previously [28]. Images were visualised under a light microscope and captured using an attached DSLR camera.

### Proliferation analysis

CellTiter 96® AQ_ueous_ One Solution Reagent was used to evaluate NPC viability at 24, 48, 72, and 96 h of culture. Viability rate was determined using the 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) method. One thousand cells were seeded in 96 well plates and incubated with MTS solution (20 µl, Promega, Milan, Italy) for four hours at 37 °C. The absorbance was read at 490 nm using a spectrophotometer. Non-treated cells (in basal media and without growth factors) were used as control.

### Immunocytochemistry

Cells were fixed with 4% paraformaldehyde for 20 min and permeabilised with 0.012% Triton X-100 in PBS for 30 min. Cells were blocked with 5% BSA/PBS for one hour at room temperature to prevent non-specific binding. The cells were then incubated with primary antibodies overnight at 4 °C and protected from light. The following day, cells were incubated with donkey anti-rabbit IgG Cy3 secondary antibody (EMD Millipore, MA, USA) for one hour at room temperature followed by three washes with chilled 1 × PBS. Nuclei were counterstained with Sytox® blue nucleic acid stain (Life Technologies, Carlsbad, CA, USA) and mounted with fluorescence anti-fade mounting medium (DAKO, Agilent Technologies, CA, USA). Confocal microscopy equipped with Pascal 5 imaging software was used for sample observation.

### Terminal differentiation of NPCs into neuronal-like cells

MSCs-derived NPCs at Day 3 of induction were differentiated into neuronal-like cells in a standardised NeuroCult™ NS-A differentiation media (STEMCELL Technologies, Vancouver, BC, Canada). Briefly, NPCs were incubated with Accutase® cell detachment solution (Merck Millipore, MA, USA) for 5 min at 37 °C and gently triturated into the single-cell suspension. Suspended cells were centrifuged to remove the supernatant, and the cell pellet was then resuspended in the complete NeuroCult™ NS-A differentiation media. Cells were seeded into a poly-d-lysine-coated micro dish at a density of 1 × 10^5^ cells/ml. NPCs were terminally differentiated for 14 days in a humidified chamber at 37 °C with 5% CO_2_ supply.

The functional properties of neuronal-like cells differentiated from NPCs were assessed using a whole-cell patch-clamp recording. Briefly, neuronal-like cells were continuously superfused in artificial cerebrospinal fluid at room temperature throughout the recording. Microelectrode pipettes with an input resistance of 5 to 8 MΩ were fabricated from borosilicate glass capillary tubing using a P-97 micropipette puller. The recording microelectrode pipette was then filled with an intracellular solution. The microelectrode was placed in the pipette holder, and positive pressure was applied. Target cells were slowly approached until changes in the test pulse amplitude were observed. Once a steady resistance was obtained, the positive pressure was released rapidly, and the resistance gradually increased until a giga-ohm (GΩ) seal was formed. Continuous suction was then applied until the membrane broke as evidenced by a change in the capacitance and the test pulse current. The miniature postsynaptic current was recorded using a pClamp program interface. The recording was performed in triplicate, and a minimum of three cells from each group was recorded.

### Total RNAs extraction and illumina cDNA library preparation

At passage 3, mRNAs were extracted from the MSCs from three rats (three biological replicates), and NPCs differentiated from the three biological replicas of MSCs on Day 3. Total RNAs were extracted from the six samples using a miRNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. The cDNA library construction was performed using the TruSeq® Stranded mRNA sample preparation kit (Illumina, CA, USA). Briefly, 300 ng of total RNA from each sample was enriched for poly-A containing mRNA using poly-T oligo-attached magnetic beads followed by mRNAs fragmentation at 94 °C for 8 min and held at 4 °C. The fragmented mRNAs were subjected to first-strand cDNA synthesis using Super-Script II reverse transcriptase (Invitrogen, Carlsbad, CA). The cDNAs were further converted into double-stranded cDNA and were purified using Agencourt AMPURE XP system (Beckman Coulter, CA, USA) to eliminate the reaction mix.

Next, the fragments were adenylated at 3′ ends and ligated onto the complimentary Illumina sequencing adaptors, and the mRNA stranded libraries were synthesised. After a clean-up step, the libraries were then amplified with PCR followed by streptavidin magnetic bead purification and two-step hybridisation reactions to obtain a pool of different indexing libraries. Finally, the quality and quantity of the sequencing library were assessed using a Bioanalyzer DNA high sensitivity chip (Agilent Technologies, CA, USA) and quantitative real-time PCR, respectively. High throughput next-generation sequencing was performed using Nextseq®500 Sequencing System (Illumina, CA, USA) according to the manufacturer’s instruction, by setting a single-end sequence of 50 M reads per sample.

### Read pre-processing, QC, alignment and gene quantification

Raw reads were evaluated for quality checks in terms of sequencing quality and contamination. Reads were trimmed and filtered using BBDuk [29]. Reads were then aligned to the latest reference genome (rn6) with GTF from Ensembl (v99) using STAR aligner [30]. Aligned reads were transformed into read counts per gene using the RSEM tool [31].

### Differential expression analysis

Pairwise differential expression analysis was performed using the DESeq2 R package with MSC samples being a reference for individual experiments [32]. Briefly, expression counts were scaled and normalised to correct the sequencing depth and batch differences among samples for the pairwise group. These normalised counts were then used for differential expression analysis and to generate fold change values in log2 scale [log2(sample/control)] to contrast NPCs against MSCs. Genes with lower read count can generate higher fold change values, which may lead to possible false positives. Hence, to adjust the fold changes that arise due to the ratio between lower read counts in samples, we employed the fold-change shrinkage estimator approach from DESeq2. Genes with an adjusted P-value ≤ 0.05 and log2fold change of + 1 or − 1 were considered as significantly up- and downregulated genes.

### Gene ontology enrichment analysis

Gene ontology analysis was performed on up- and downregulated genes from different analysis with the Cytoscape v3.6.1 with ClueGO v2.5.5 plugin [33]. Statistically enriched biological processes (Bonferroni step down adjusted p-value <  = 0.001) (updated on 20/05/2019). In order to reduce the redundancy, the GO terms were functionally grouped according to their k-score, and the most significant GO term of each group was used to summarise the GO enrichment analysis result. The full list of significantly enriched GO terms are reported in Additional file 3 and the representative GO terms are shown in Fig. 4.

### Gene set enrichment analysis

Gene set enrichment analysis (FDR < 0.25) was performed as described previously against the genesets from MSigDB with the ranking metric signal-to-noise with 1,000 geneset permutations for statistical assessment of enrichment [34]. The rat genes were ‘humanised’ by converting the rat gene expression profiles using Ensembl Biomart before performing GSEA [35].

### Pathway analysis

Pathway analysis was performed using the Reactome analysis tool for up- and downregulated genes [36]. Pathways with FDR ≤ 0.05 were considered significant.

### Transcription factor analysis

The reported functioning of genes as transcription factors was downloaded from the TFcheckpoint database [37], and reported Entrez gene IDs were converted to corresponding Ensembl ids using Ensembl Biomart. ChEA3 database web-server application was used on the differentially expressed genes, to perform transcription factor (TF) enrichment analysis. Briefly, 3,253 differentially expressed rat genes were humanized and gene symbols with human orthology confidence of 1 (high) were used as input in ChEA3 [38].

### Quantitative real-time PCR validation

The differential expression of the eight genes was validated using quantitative RT-qPCR. RT^2^ Profiler PCR Arrays were used to assess the quantitative expressions of *Mmp10*, *Gria2*, *Frzb*, *Cass4*, Kif2c, *Casq2,* and Tagln (Additional file 4). The PCR array analyses were performed by Exiqon. A/S (Vedbaek, Denmark). The catalogue number for each gene is provided in Additional file 4. RNA samples were converted into first-strand cDNAs using QIAGEN RT^2^ First Strand Kit (Qiagen, Venlo, Netherlands). The first strands were used as the templates for the PCR. Then, the cDNA templates were mixed with RT^2^ qPCR master mixes and aliquoted into each well of the same plate containing pre-dispensed gene-specific primer sets. Relative gene expressions were calculated using the ddCt method, and the fold changes are listed in the excel sheet as (2^-(Ct (GOI)-mean Ct (HKG)) for all biological and technical replicates (M = MSCs and A = NPCs). The mean of the gene fold changes was calculated from the three biological and technical replicates. The bar charts (Additional file 4) represents relative gene expression of genes with error bars between MSCs and NPCs. The housekeeping genes used in the study were *B2m*, *Hprt1* and, *Rplp1.* Three RNA and PCR quality controls were also used in the array.

## Results

### Characterisation of rat MSCs

An overview of the experimental design is outlined in Fig. 1a. MSCs were extracted from the bone marrow of three Sprague–Dawley (SD) rats (three biological replicates) and were expanded in vitro from passage 0 to passage 2. MSCs were cryopreserved at passage 2, and subsequent experiments were conducted using the MSC line at passage 3. Leftover MSCs after NPCs differentiation and extraction of total mRNAs were differentiated into adipocytes, osteoblast, and chondrocytes. The MSCs were viable and capable of trilineage differentiation into adipocytes, chondrocytes, and osteocytes (Fig. 1b). Phenotypic analysis through immunocytochemical staining indicated that MSC expressed nestin, which co-localised with vimentin (Fig. 1c). Cytofluorimetric evaluation that we reported in our previous study confirmed that MSCs were positive for CD90 (86.8%), CD44 (35.4%), fibronectin (98.3%), vimentin (90.9%), and nestin (85.6%). However, they were negative for the macrophage marker, CD11b (2.0%) [19].

**Fig. 1:**
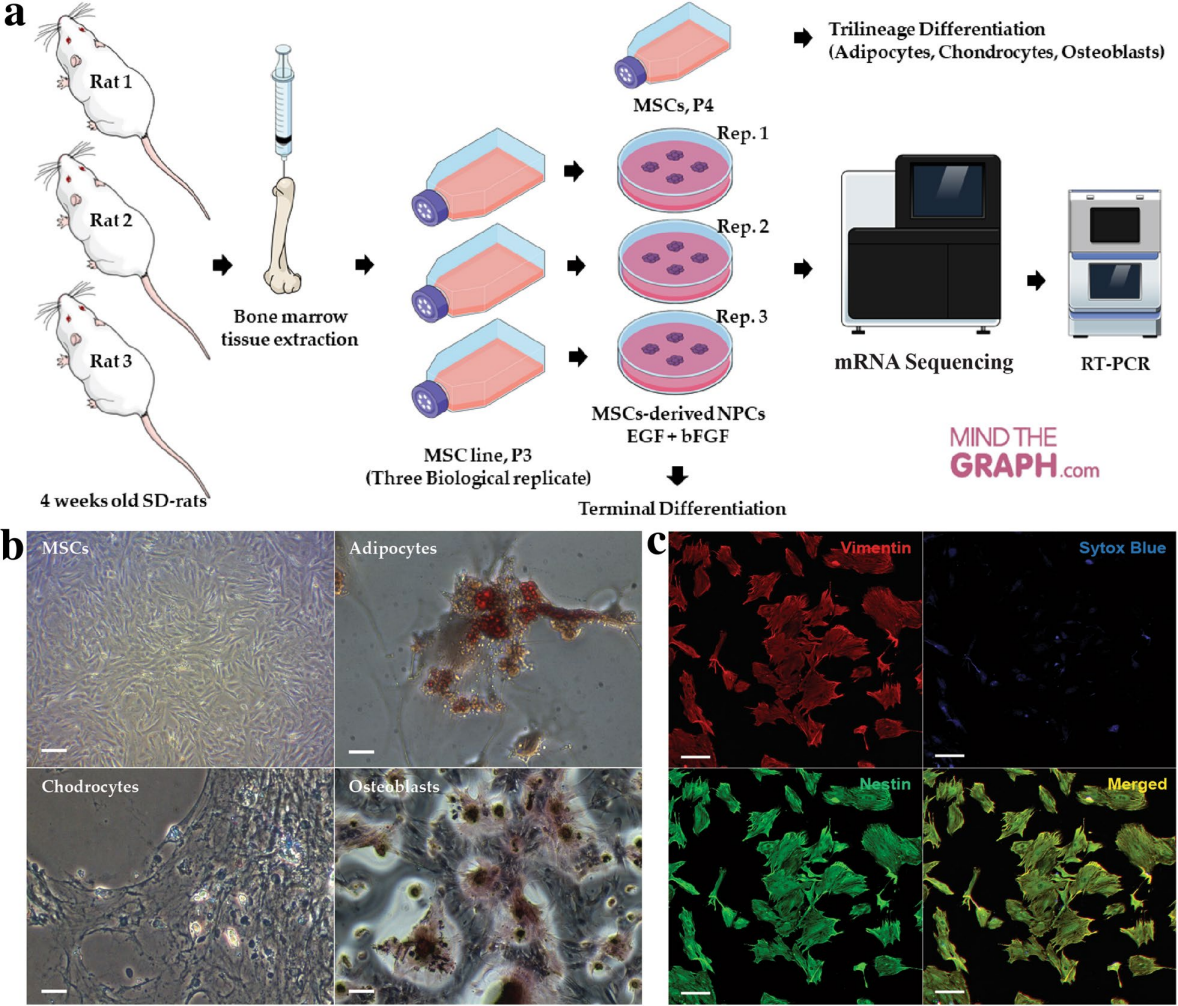
Study design and primary culture of rat MSCs. **a** An overview of study design. **b** Rat MSCs at passage four and trilineage differentiation of MSCs into adipocytes, chondrocytes, and osteoblast cells. Differentiated adipocytes, chondrocytes, and osteocytes were stained with oil red O, Alcian Blue and Alizarin Red S solution respectively and images were viewed under an inverted light microscope at 10 × magnification; scale bar = 50 µm. **c** Representative figure of MSCs expressing vimentin and nestin. Co-expression of vimentin and nestin confirms the true expression of nestin and vimentin in rat MSCs (Merged). Images were viewed under the confocal microscope at 10× magnification, scale bar = 100 µm

### Differentiation of MSCs into NPCs

The MSCs were differentiated into NPCs as described in the method. Free-floating sphere-like cells were observed in the presence of EGF and bFGF after 24 h of differentiation (Fig. 2a). Cell proliferation assay showed that the sphere-like cells were viable (Fig. 2b) with cell growth highest at Day 3, and a noticeable dark core at the centre of the spheres was observable on Day 5. Another study also reported the presence of these dark cores in neural spheres [39]. Therefore, to avoid the effect of apoptotic cells in the centre core of the neurospheres, NPCs on Day 3 were used for subsequent experiments. We reported the characterization of MSC-derived NPCs in one of our earlier studies [19]; in the study, we reported 53.4% of Nestin expression in MSCs suspended in basal media. The flow cytometry analysis showed that Nestin was increased to 94.0% in the MSC-derived NPCs under the influence of EGF and bFGF. Moreover, gene expression for Nestin and Neurofilament (NEFL) was also assessed by real time PCR [19]. The expression of the two genes was significantly increased in NPCs compared to the control.

**Fig. 2:**
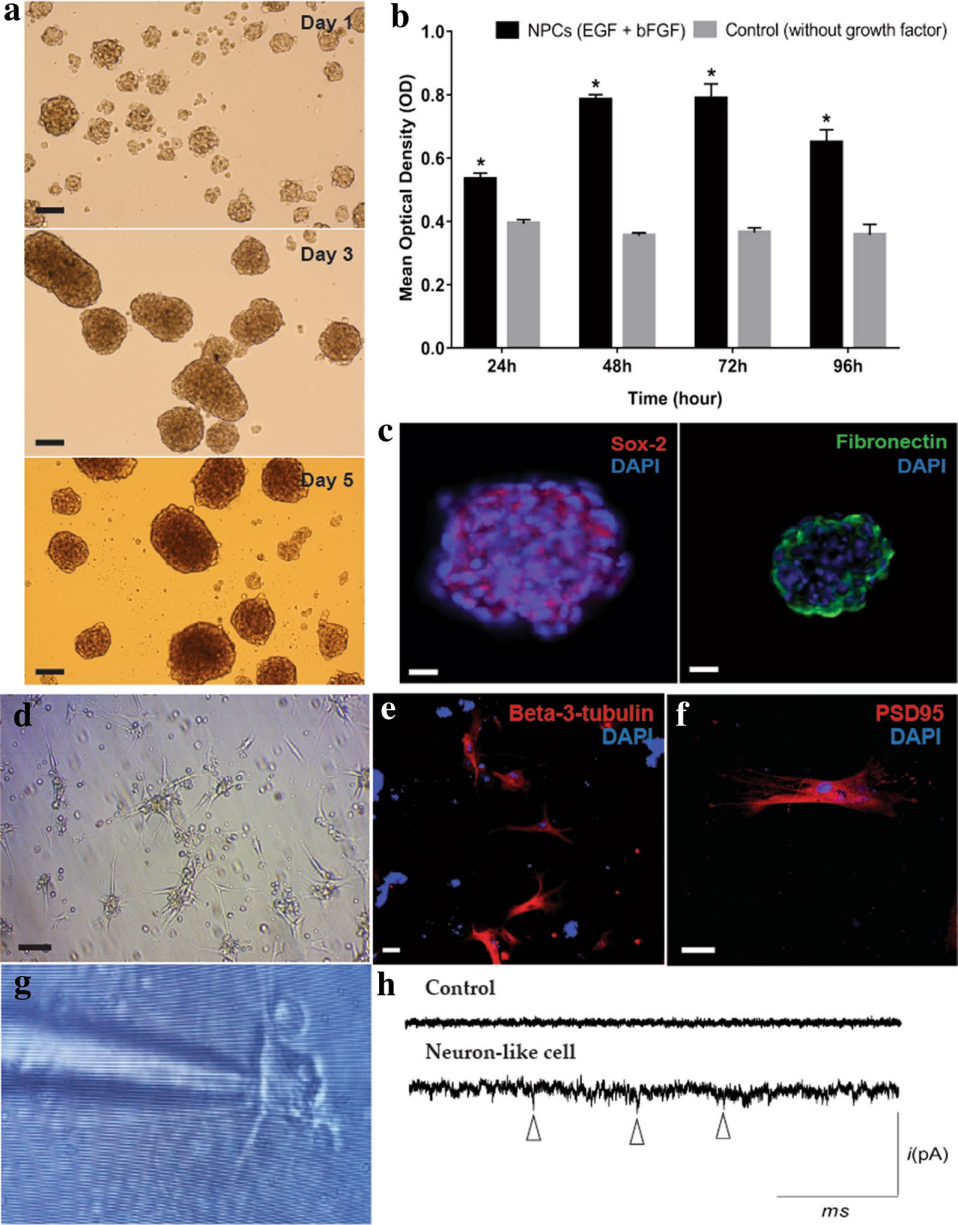
Characterisation and terminal differentiation of MSCs-derived NPCs. **a** Rat MSCs detached from the culture surface and formed free-floating neurospheres (Day 1, Day 3, and Day 5). Images were viewed and taken under an inverted light microscope at 20 × magnification; scale bar = 50 µm. **b** Cell viability of NPCs determined using MTS assay at days 1, 2, 3, and 4 post-induction. The mean ± SD of three independent experiments are shown. *P < 0.05. **c** NPCs positively expressed marker used to characterise neural stem cell, Sox-2, and showed low expression of fibronectin. Images were taken under confocal microscopy at 20 × magnification; scale bare = 40 µm. **d** NPCs adhered to the culture surface and differentiated into cells with neuronal-like morphology. The representative image was taken under an inverted light microscope at 20 × magnification, scale bar = 50 µm. **e** Beta-3-tubulin and **f** PSD-95 expression indicating the neurons. Images were taken under confocal microscope at 20 × (scale bar = 20 µm) and 40 × (scale bar = 50 µm), respectively. **g** Microelectrode pipette approaches a neuronal-like cell during whole-cell patch-clamp recording. The image was taken using a phone camera. **h** Representative figure of miniature excitatory postsynaptic current (mEPSC) of neuronal-like cells showing spikes (∆) compared to undifferentiated rat MSCs. Cells were recorded in voltage-clamp at -60 mV

In the current study we also measured, the expression of Sox2 in NPCs, which is the marker for neural progenitor stem cells. Indeed, expression of Sox2 was increased in MSC-derived NPCs (Basal media + EGF + bFGF) (47.6%) compared to the control Group E (MSCs in basal media only) (18.5%), (Additional file 1: Figure S1). The expression of the Sox2 was also confirmed by Immunocytochemistry (Fig. 2c).

The enhanced expression of these specific neuronal markers in the neurospheres indicated the differentiation of MSCs into NPCs. Fibronectin was also expressed in NPCs (93.1%) (Fig. 2c).

### Terminal differentiation of NPCs

MSCs-derived NPCs differentiated into neuronal cells upon the removal of EGF and bFGF. NPCs adhered to the poly-D-lysine coated surface and differentiated into cells with elongated processes after 14 days in culture (Fig. 2d). Terminally differentiated cells expressed the neuronal marker beta-3-tubulin (Fig. 2e) and postsynaptic marker, PSD95 (Fig. 2f). Moreover, the original current traces of mEPSC recorded in an individual neuronal-like cell showed increasing amplitude compared to current traces recorded in MSCs (control) (Fig. 2g, h). Approximately 50% of NPCs were differentiated into neurons and expressed beta-tubulin III (Additional file 1: Figure S2).

### Transcriptome analysis of NPCs at the day 3 of induction and MSCs

The whole transcriptome of MSCs and MSCs-derived NPCs was investigated using mRNA-seq. The transcriptomic analysis was conducted using total RNAs isolated from the three biological replicates of MSCs and MSCs-derived NPCs, a total of six samples (Fig. 1A). 

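Bone marrow MSCs at passage 3 and the NPCs obtained from them after 3 days in 20 ng/ml EGF and 20 ng/ml bFGF were compared by stranded mRNA-seq of polyadenylated RNA, with 3 libraries for each group and 300 ng of total RNA for each library. The MSCs came from 3 Sprague-Dawley rats, so that each group holds 3 biological replicates. By the paper's methods the NPCs were also moved to NeuroCult NS-A medium in ultra-low attachment plates. No library of cells kept that way without EGF and bFGF is among the data. The comparison therefore cannot tell effects of the growth factors from those of the medium or of suspension culture. The deposited data also hold 3 libraries of cells induced for 3 days with EGF, bFGF and IGF-1, which the paper does not report. They did not enter the main comparison of NPCs with MSCs. Each of the 9 deposited files lists the transcripts of 1 library with their FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library). The labels of the samples name TopHat and Bowtie2 for alignment and Cufflinks for assembly, and the transcripts carry rat Ensembl IDs or are unannotated. The paper's methods describe another route, with BBDuk, STAR, RSEM and DESeq2, whose counts are not in these files. The files give no read counts. The widths of the confidence intervals of the FPKM imply depths of 40.3, 38.9 and 47.5 M reads for NPC libraries 1 to 3 and of 42.8, 51.2 and 45.9 M for MSC libraries 1 to 3, and the FPKM rest on these. The paper's own numbers of aligned reads are 46.44, 44.8 and 56.47 M for NPCs and 48.79, 57.5 and 48.32 M for MSCs. Values near the minimum of 0.1 FPKM rest on few reads. The FPKM of all transcripts of a gene were added, annotated and unannotated alike. The comparison covered the 13677 genes with at least 0.1 FPKM in at least 3 of the 6 libraries and an annotated transcript of at least 300 bases. Libraries were scaled by median-of-ratios size factors of 0.886 to 1.06, and limma was fitted to log2(FPKM + 0.1). Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, which are the thresholds of the paper. The added 0.1 shrinks the fold change of genes expressed near or under that level. FPKM are given as deposited, as mean ± SD over the 3 libraries of a group, and fold changes as NPCs over MSCs. A group in which a gene has no FPKM in any library is described as listed at 0, which at times stands for a value that could not be estimated. Coordinates are those of the files, whose genome build is not given in the sources used here, and they differ from those in the paper's Additional file 3. Gene names came from the paper's Table 1 and Additional files 3 to 5, which name 2452 of the genes in the files. The copy of Additional file 3 used here held the first 1998 of 32622 rows of TPM values and the first 1638 of 3251 rows of differentially expressed genes. The gene lists, thresholds, comparisons and the rule for which genes to name were fixed before the data were examined. Genes outside that rule, mostly the remaining members of short lists, were chosen after their values were seen. Between 5 and 42.9% of the members of a textbook list could be named, mostly through the paper's own table of differentially expressed genes, so the counts of members that rose or fell are not independent evidence of a list's direction. Members named through the rows of the TPM table, which are ordered by gene ID, are free of that selection. Of 73 such members tested, 12 rose, 13 fell and 48 did not pass, against 51, 63 and 7 of the 121 others.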

Quality control and mapping statistics showed that 96% of the reads (corresponding to 51.86 M reads) passed the filtering criteria across all samples (Additional file 2). Using the STAR alignment tool, approximately 97% of the reads corresponding to 50.5 M reads mapped on the genome across all samples. Adapter sequences were trimmed, and high-quality reads were mapped to the rat reference genome.

Before the differential gene expression analysis, normalisation was performed for read counts differences due to sequence depth and gene lengths variations. Transcripts per kilobase of transcript per million mapped reads were applied to normalise the number of reads for genes to the total number of mapped reads. The overall similarity between the replicates using principal component analysis (PCA) (Fig. 3a) and unsupervised hierarchical clustering using the distance matrix (Fig. 3b) was performed. 

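MSCs and NPCs were set apart by their transcriptomes, and libraries of the same cell type lay close to each other. Over the 500 genes of highest variance, the first principal component held 66.2% of the variance. The NPC libraries lay at 44.5, 44.1 and 37.7 on it, and the MSC libraries at −39.9, −44.2 and −42.2. The second component held 10.5% and spread the libraries of the same cell type. Over the 13677 genes compared, the Euclidean distance between an MSC and an NPC library on the log2 scale was 136.6 to 156.5. It was 77.0 to 89.2 between MSC libraries and 81.9 to 87.5 between NPC libraries, so every distance between cell types was larger than every distance within them. Average-linkage clustering into 2 clusters placed the 3 MSC libraries in 1 cluster and the 3 NPC libraries in the other. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1.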

Overall, the PCA analysis revealed that the two groups—A (MSCs-derived NPCs) and B (MSCs)—were well separated and that the samples clustered together in a manner that corresponded to the group and its corresponding replicates are clustered together The differentially expressed genes with two-fold and above were analysed between NPCs and MSCs.

**Fig. 3:**
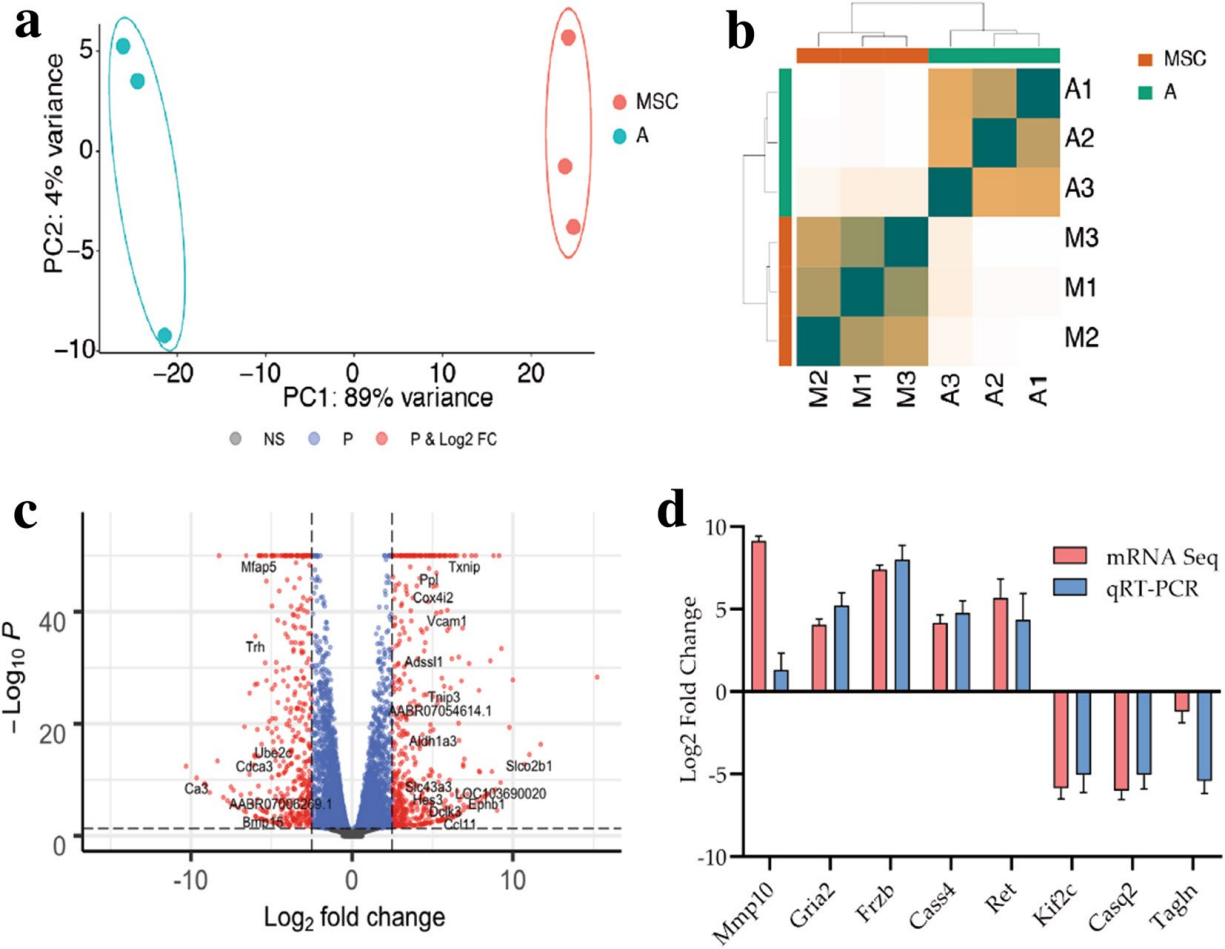
**a** PCA plot of samples: Samples are colour coded based on their group. PCA method reduces the spatial dimensions of the gene expression pattern among samples and cluster the datasets based on their similarity. Results above show that the MSC samples are well separated from NPCs. **b** Unsupervised hierarchical sample clustering. Samples were hierarchically clustered using the sample distance calculated from the overall dispersion rate of gene expression. Results above show that the MSC samples cluster together and are separated from NPCs. **c** Volcano Plot: Illustration of differentially expressed genes for each comparison of NPCs versus MSC samples. For illustration purposes, a cut-off of 0.05 and ( ±) 2.5 is used for P-value and fold change respectively to highlight the most significant differentially expressed genes (highlighted in red). Significantly differentially expressed genes are annotated. P-values are capped at 50 for maximised view. **d** Fold changes of the respective genes in NPCs relative to rat MSCs; comparing the expression obtained from mRNA-Seq and RT-qPCR. Values of the RT-qPCR were normalized with the average values of the housekeeping genes

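The 10 largest increases among genes whose NPC and MSC libraries did not overlap were those of Mmp10, Mmp3, Prg4, Pla2g2a, Hvcn1, Frzb, Angptl4, Lcn2, Mmp13 and Txnip. Pla2g2a, a secreted phospholipase (ENSRNOG00000016945, chromosome 5, 161024073 to 161026647), was at 23.3 ± 6.22 FPKM (SD, n = 3) in NPCs and 0.0238 ± 0.0413 (SD, n = 3) in MSCs, with 2 of the MSC libraries listed at 0, and had a log2 fold change of 7.52 (SE 0.33, adjusted p = 1.54e-05). Angptl4, a secreted inhibitor of lipoprotein lipase (ENSRNOG00000007545, chromosome 7, 18805416 to 18811643), was at 117 ± 61.9 FPKM (SD, n = 3) in NPCs and 0.615 ± 0.104 (SD, n = 3) in MSCs, with a log2 fold change of 7.16 (SE 0.36, adjusted p = 2.8e-05). Lcn2, an iron-binding protein of innate immunity (ENSRNOG00000013973, chromosome 3, 16763059 to 16766466), was at 28.9 ± 15.3 FPKM (SD, n = 3) in NPCs and 0.102 ± 0.0639 (SD, n = 3) in MSCs, with a log2 fold change of 7.04 (SE 0.43, adjusted p = 5.66e-05). Hvcn1, a voltage-gated proton channel, was at 18.9, 15.3 and 22.2 FPKM in the NPC libraries and listed at 0 in all 3 MSC libraries. Prg4, the joint lubricant lubricin, was at 18.6, 31.6 and 58.0 FPKM in NPCs and also listed at 0 in MSCs. The places of Hvcn1 and Prg4 among the 10 rest on these values of 0 in MSCs, where the paper's own TPM are 0.33, 0.30 and 0.28 for Hvcn1 and 0.08, 0.15 and 0.11 for Prg4. Of the 10 largest decreases, 4 could be named, among them Tagln and Srrd. Srrd was listed at 0 in NPCs, where the paper's own TPM are 1.28, 1.84 and 1.52, and its place is not read as a change. A further 1 of the decreases, with no gene name in the sources used here, was ENSRNOG00000027736 (chromosome 8, 23167863 to 23176532), at 2.14 ± 1.43 FPKM (SD, n = 3) in NPCs and 178 ± 45.0 (SD, n = 3) in MSCs and with a log2 fold change of −6.55 (SE 0.44, adjusted p = 8.55e-05). In all, 2926 of 13677 genes passed both thresholds with limma, of which 1553 rose and 1373 fell in NPCs. The NPC and MSC libraries did not overlap for 6799 genes (49.7%), against 10% by chance, and for 2901 of those that passed. An unadjusted p under 0.05 was found for 6284 genes. The libraries also differed in transcripts outside annotated exons. Unannotated transcripts of a single exon within introns held 2.91% ± 0.74 (SD, n = 3) of the reads in NPCs and 0.62% ± 0.10 (SD, n = 3) in MSCs, and every NPC library lay above every MSC library. These are shares of the reads implied by the deposited values, since reads were not counted. With quantile normalisation 1265 genes rose and 1402 fell, with no rescaling of the libraries 1705 rose and 1244 fell, and with a pseudocount of 1 in place of 0.1, 804 rose and 912 fell. With only annotated transcripts added up, an alternative chosen after the data were seen, 1199 passed (594 rose and 605 fell).

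**Figure D1:**
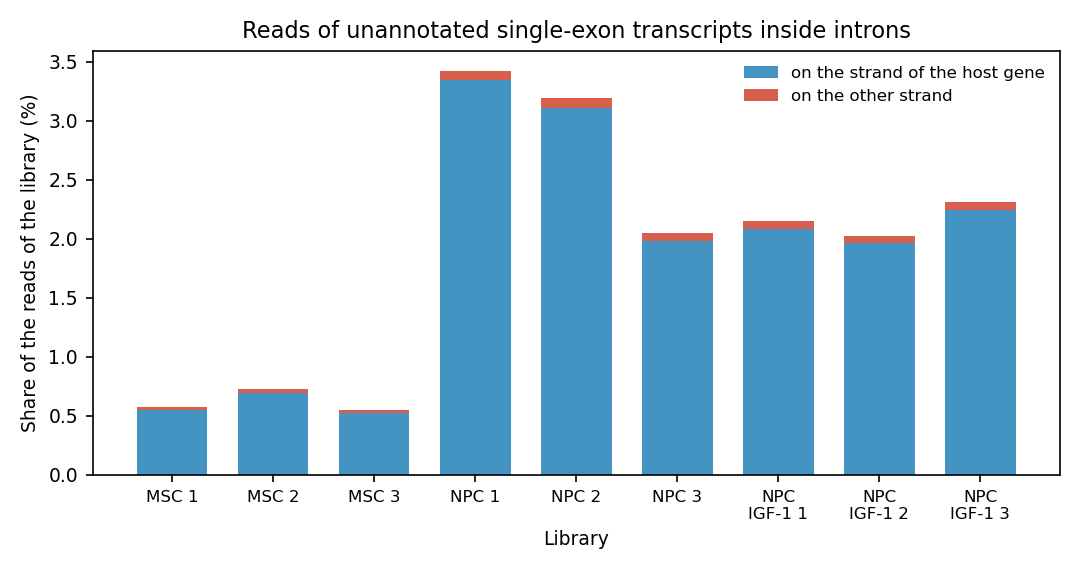
Share of the reads of each library, as implied by the deposited values and in percent, held by unannotated single-exon transcripts within introns, for the 3 libraries of each group. Stacked bars give the part on the strand of the host gene and the part on the other strand. The shares are 2.065 to 3.443% in the NPC libraries, 2.038 to 2.322% in the libraries induced with IGF-1 and 0.553 to 0.735% in the MSC libraries.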

A total of 3,252 genes were differentially expressed with two or more folds. Additional file 3 contains all of the differentially regulated genes. Figure 3c shows the volcano plot of the analysis, which demonstrates a significant magnitude of change in the expression values of some representative genes. The plot reveals a considerable number of differentially regulated genes.

Out of 3,252 differentially regulated genes, 1,771 were upregulated, whereas 1,481 were downregulated in NPCs. The top 20 significantly differentially expressed genes are listed in Table 1. 

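Among the genes of Table 1, the redox regulator Txnip rose and the alarmin Il33 fell in NPCs. Txnip, which binds and inhibits thioredoxin (ENSRNOG00000021201, chromosome 2, 218170012 to 218173900), was at 256 ± 138 FPKM (SD, n = 3) in NPCs and 1.94 ± 0.134 (SD, n = 3) in MSCs, a log2 fold change of 6.72 (SE 0.40, adjusted p = 5.18e-05). Il33, a cytokine held in the nucleus (ENSRNOG00000016456, chromosome 1, 255386570 to 255397660), was at 0.919 ± 0.163 FPKM (SD, n = 3) in NPCs and 35.3 ± 6.12 (SD, n = 3) in MSCs, a log2 fold change of −5.19 (SE 0.19, adjusted p = 8.63e-06). Cox4i2, a subunit of cytochrome c oxidase (ENSRNOG00000007827, chromosome 3, 154637663 to 154648535), rose to 20.4 ± 6.07 against 0.533 ± 0.231 FPKM (SD, n = 3), a log2 fold change of 4.97 (SE 0.32, adjusted p = 6.53e-05). AABR07054614.1 (ENSRNOG00000008245, chromosome 3, 170109319 to 170249262) was at 3.41 ± 1.06 FPKM (SD, n = 3) in NPCs and 0.0601 ± 0.0242 (SD, n = 3) in MSCs, a log2 fold change of 4.38 (SE 0.29, adjusted p = 8.4e-05). Prnd, which encodes the prion-like protein doppel, was at 3.37 ± 0.748 FPKM (SD, n = 3) in MSCs and listed at 0 in 2 of the 3 NPC libraries, and had a log2 fold change of −5.08 (SE 0.25, adjusted p = 2.34e-05). Slco2b1, an organic anion transporter, was at 1.48, 1.30 and 1.33 FPKM in the NPC libraries and listed at 0 in MSCs. The carbonic anhydrase Ca3, at 1.40, 1.31 and 1.75 FPKM in the MSC libraries, and the neuronal adhesion protein Negr1, at 1.13, 2.37 and 3.203 FPKM, were listed at 0 in NPCs. Vat1l, Dclk3, Scn7a and Car2 rose from near 0 to means of 0.290, 0.310, 0.192 and 0.502 FPKM in NPCs, with log2 fold changes of 1.81, 1.90, 1.46 and 2.43. Cd7, at 0.583, 0.636 and 0.362 FPKM in the NPC libraries, and Ephb1, at 0.162, 0.173 and 0.257 FPKM, were listed at 0 in MSCs. Of the 20 genes in the table, 18 are in the files and 16 could be tested with limma, and 11 of these rose and 5 fell (11 and 5 adjusted over the list alone). The study chose these genes on these samples, so the count is not independent evidence of their direction. With a pseudocount of 1, the calls of Vat1l, Dclk3, Scn7a, Car2, Cd7 and Ephb1 ended.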

All the genes with their TPM values and differentially regulated genes with their fold changes are listed in Additional file 3.

**Table 1:** Summary statistics of the 20 most differentially regulated genes between NPCs and MSCs

Ensembl	Gene type	Genes symbol	Log2 Foldchange	Adjusted P-value
ENSRNOG00000021201	protein_coding	Txnip	6.97	2.2E−54
ENSRNOG00000014333	protein_coding	Vcam1	5.92	5.3E−41
ENSRNOG00000008245	protein_coding	AABR07054614.1	5.48	5.3E−25
ENSRNOG00000052070	protein_coding	Aldh1a3	5.04	1.2E−19
ENSRNOG00000007827	protein_coding	Cox4i2	5.04	3.0E−45
ENSRNOG00000016456	protein_coding	Il33	− 5.39	3.6E−200
ENSRNOG00000017976	protein_coding	Slco2b1	11.02	3.1E−15
ENSRNOG00000015529	protein_coding	Cdca3	− 6.05	4.1E−15
ENSRNOG00000010079	protein_coding	Ca3	− 9.65	4.4E−11
ENSRNOG00000005906	protein_coding	LOC103690020	9.24	3.2E−10
ENSRNOG00000021410	protein_coding	Negr1	− 9.16	4.3E−10
ENSRNOG00000021260	protein_coding	Prnd	− 9.07	9.2E−10
ENSRNOG00000007865	protein_coding	Ephb1	8.38	2.7E−08
ENSRNOG00000056151	protein_coding	AABR07007642.1	8.31	3.5E−08
ENSRNOG00000011989	protein_coding	Vat1l	6.67	4.9E−07
ENSRNOG00000033026	protein_coding	Dclk3	5.80	5.2E−07
ENSRNOG00000014751	protein_coding	Ret	5.68	2.5E−06
ENSRNOG00000029342	protein_coding	Scn7a	5.68	6.2E−06
ENSRNOG00000036674	protein_coding	Cd7	7.14	8.2E−06
ENSRNOG00000009629	protein_coding	Car2	5.88	8.9E−06

### Dataset validation by quantitative real-time PCR (RT-qPCR)

Eight genes with various differential folds were chosen from the gene list in Table 1 and Additional file 3 for dataset validation using RT-qPCR. The expression of five upregulated genes (*Mmp10*, *Gria2*, *Frzb*, *Cass4,* and *Ret)* and three downregulated genes (*Kif2c*, *Tagln,* and *Casq2*) were quantified by RT-qPCR (Fig. 3d). 

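The genes measured by RT-qPCR that could be tested in the mRNA-seq data changed by 2.71 or more on the log2 scale. Frzb, a secreted antagonist of Wnt (ENSRNOG00000007765, chromosome 3, 74196166 to 74229331), was at 92.8 ± 37.7 FPKM (SD, n = 3) in NPCs and 0.488 ± 0.140 (SD, n = 3) in MSCs, a log2 fold change of 7.19 (SE 0.29, adjusted p = 1.32e-05). Cass4, a docking protein of focal adhesions (ENSRNOG00000021560, chromosome 3, 176475073 to 176512469), was at 0.916 ± 0.437 FPKM (SD, n = 3) in NPCs and 0.0397 ± 0.00965 (SD, n = 3) in MSCs, a log2 fold change of 2.71 (SE 0.40, adjusted p = 0.0023). Tagln, which binds actin in smooth muscle (ENSRNOG00000017628, chromosome 8, 48847018 to 48852863), was at 72.8 ± 57.0 FPKM (SD, n = 3) in NPCs and 4439 ± 313 (SD, n = 3) in MSCs, a log2 fold change of −6.28 (SE 0.50, adjusted p = 0.000181). Casq2, a calcium-binding protein of muscle (ENSRNOG00000016243, chromosome 2, 223945611 to 224001892), was at 0.243 ± 0.144 FPKM (SD, n = 3) in NPCs and 16.8 ± 2.38 (SD, n = 3) in MSCs, a log2 fold change of −5.76 (SE 0.33, adjusted p = 4.77e-05). Mmp10, a secreted metalloproteinase, had a log2 fold change of 8.72. The paper's RT-qPCR values correspond to log2 fold changes of 8.00 for Frzb, 4.78 for Cass4, 1.32 for Mmp10, −5.42 for Tagln and −5.04 for Casq2. In that assay 9 of 9 MSC wells and 5 of 9 NPC wells of Mmp10, and 5 of 9 MSC wells of Cass4, were at the limit of 35 cycles. Of the 8 genes chosen for RT-qPCR, 5 could be tested with limma. Mmp10, Frzb and Cass4 rose, and Tagln and Casq2 fell (3 and 2 adjusted over the list alone). The study chose them on these samples, which makes the count no independent evidence of direction. Ret lay under the minimum expression and was not tested, at 0.409, 0.272 and 0.0945 FPKM in the NPC libraries and listed at 0 in 2 of the 3 MSC libraries, and the paper's RT-qPCR value for it is 4.36, with 8 of 9 MSC wells at the limit. Gria2 and Kif2c could not be matched to the files, and the paper's RT-qPCR values for them are 5.22 and −5.38. The call of Cass4 ended with a pseudocount of 1.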

The RT-qPCR confirmed the analogous differential regulation of these genes in NPCs to that of the mRNA sequence dataset (Additional file 4). Hence, it validates the gene expression patterns in the sequencing data.

### Gene ontology term and pathway enrichment analysis

All the differentially regulated genes were selected for gene ontology (GO) enrichment annotation and were analysed in ClueGO v2.5.5. Non-redundant GO terms (after semantics similarity) that were significantly over-represented in the list of up- and downregulated genes in NPCs were obtained (Fig. 4). Figure 4 lists the main GO terms that were enriched in the differentially regulated genes. The full list of all of GO terms is listed in Additional file 3. The main non-redundant GO terms enriched in NPCs and were related to neurogenesis and stem cells differentiation included autonomic nervous system, cell surface receptor signalling pathways, extracellular structure organisation, and programmed cell death (Fig. 4). The differentiation of MSCs into NPCs may involve many changes in other molecular processes. Consequently, other GO terms were also annotated during the differentiation. We only focused on the GO terms related to neurogenesis, signalling pathways, extracellular matrix and programmed cell death as these processes are crucial for MSCs differentiation into NPCs. While the relevant GO terms that were enriched in MSCs such as cytoskeleton organisation, structural cytoskeleton constituent and mitotic cell cycle process were related to the undifferentiated growth and morphological characterises of the in vitro growth of MSCs.

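Genes of the contractile cytoskeleton and of mitosis fell in NPCs, while most genes of DNA replication did not pass the test. Myl9, the regulatory light chain of smooth muscle myosin (ENSRNOG00000020246, chromosome 3, 158832629 to 158838991), was at 22.3 ± 12.7 FPKM (SD, n = 3) in NPCs and 942 ± 51.9 (SD, n = 3) in MSCs, a log2 fold change of −5.61 (SE 0.36, adjusted p = 6.2e-05). Csrp2, a LIM protein of smooth muscle (ENSRNOG00000003772, chromosome 7, 53641861 to 53660495), was at 3.04 ± 0.641 FPKM (SD, n = 3) in NPCs and 94.8 ± 26.5 (SD, n = 3) in MSCs, a log2 fold change of −4.97 (SE 0.23, adjusted p = 1.75e-05). Of the list of actin and contractile genes, all 9 tested members fell (9 adjusted over the list alone), with log2 fold changes from −6.28 for Tagln to −1.21 for Tagln2. The 3 members named by gene ID order alone fell as well, among them Pln, an inhibitor of the calcium pump of the sarcoplasmic reticulum, with a log2 fold change of −4.42. Kif20a, a kinesin of cytokinesis, was at 7.36, 6.91 and 5.47 FPKM in the MSC libraries and listed at 0 in all 3 NPC libraries. Ube2c, which ubiquitinates cyclins for the anaphase-promoting complex (ENSRNOG00000015131, chromosome 3, 167422569 to 167424969), was at 0.105 ± 0.0343 FPKM (SD, n = 3) in NPCs and 3.58 ± 1.08 (SD, n = 3) in MSCs, a log2 fold change of −4.18 (SE 0.28, adjusted p = 8.6e-05). Kif23, another kinesin of cytokinesis (ENSRNOG00000014080, chromosome 8, 66598467 to 66624304), was at 0.207 ± 0.0598 FPKM (SD, n = 3) in NPCs and 3.76 ± 0.793 (SD, n = 3) in MSCs, a log2 fold change of −3.71 (SE 0.25, adjusted p = 8.75e-05). Cdca3, a trigger of mitotic entry, was at 0.0645 ± 0.0643 against 2.69 ± 0.618 FPKM (SD, n = 3), a log2 fold change of −4.18 (SE 0.33, adjusted p = 0.000164). Of 24 tested genes of mitosis, 23 fell and none rose (23 adjusted over the list alone), as did the 4 members named by gene ID order. Kif18a did not pass, with a log2 fold change of −0.88 (adjusted p = 0.14). Of 11 tested genes of DNA replication, 1 fell and 10 did not pass (none adjusted over the list alone), and 9 of the 11, with the 1 that fell, were named by gene ID order. The helicase subunit Mcm4 was at 4.84 ± 1.01 FPKM (SD, n = 3) in NPCs and 5.72 ± 1.47 (SD, n = 3) in MSCs, a log2 fold change of −0.30 (SE 0.22, adjusted p = 0.324). The clamp loader subunit Rfc1 and the uracil glycosylase Ung had log2 fold changes of 0.50 and 0.49 (adjusted p = 0.0736 and 0.134). Chaf1b, a chromatin assembly factor, fell with a log2 fold change of −1.47 (SE 0.43, adjusted p = 0.0321). Of 5 tested targets of YAP and SRF, the transcriptional regulators that respond to the actin cytoskeleton, 4 fell (4 adjusted over the list alone), and of the 2 named by gene ID order 1 fell. Among those that fell were Tagln, Myl9 and Gadd45b, the last with a log2 fold change of −1.93. Nuak2 did not pass, with −0.57 (adjusted p = 0.35). Whether the growth factors or the move to suspension culture lowered the genes of this part was not tested. With quantile normalisation 7 of the 9 contractile genes and 2 of the 11 genes of DNA replication fell, and the fold change of Tagln2 was −0.78. The call of Chaf1b ended with a pseudocount of 1 and without NPC replicate 2 or 3 or MSC replicate 1 or 2 (adjusted p 0.0678 to 0.101), and with only annotated transcripts added up those of Kif23, Tagln2 and Chaf1b ended, at log2 fold changes of −1.68, −0.23 and −1.37.

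**Figure D2:**
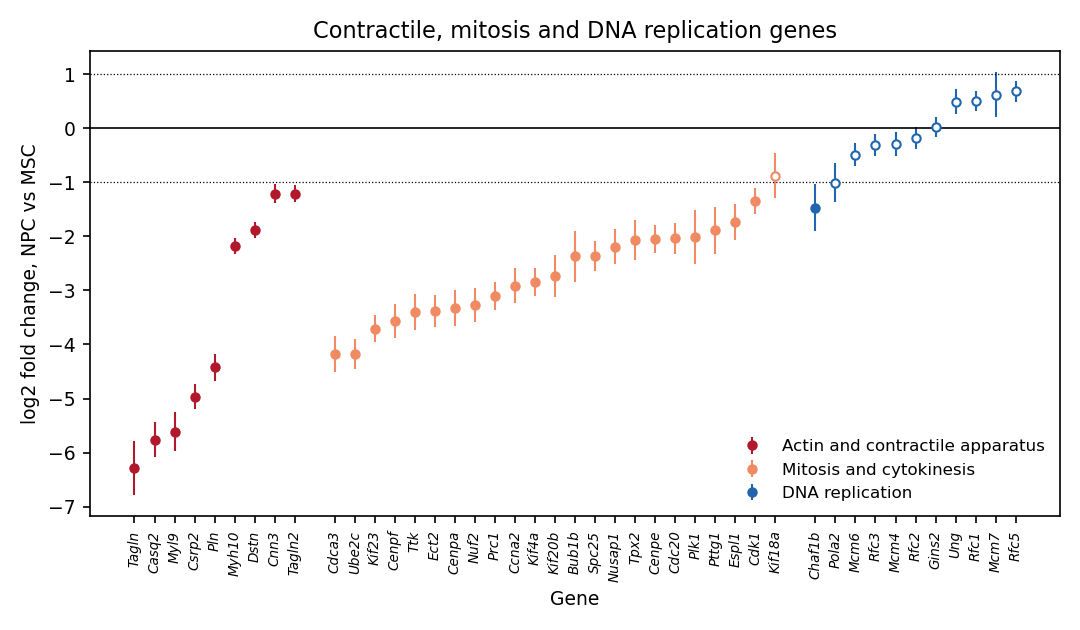
Log2 fold change (NPCs over MSCs) of the tested genes of the contractile cytoskeleton, mitosis and DNA replication, with the standard error as bars. Filled points passed both thresholds and open points did not, and dotted lines mark a log2 fold change of 1 in either direction. Kif20a, listed at 0 in NPCs, is not drawn. All the contractile genes, and all the mitosis genes drawn other than Kif18a, are filled and lie on the side of lower expression in NPCs.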

**Fig. 4:**
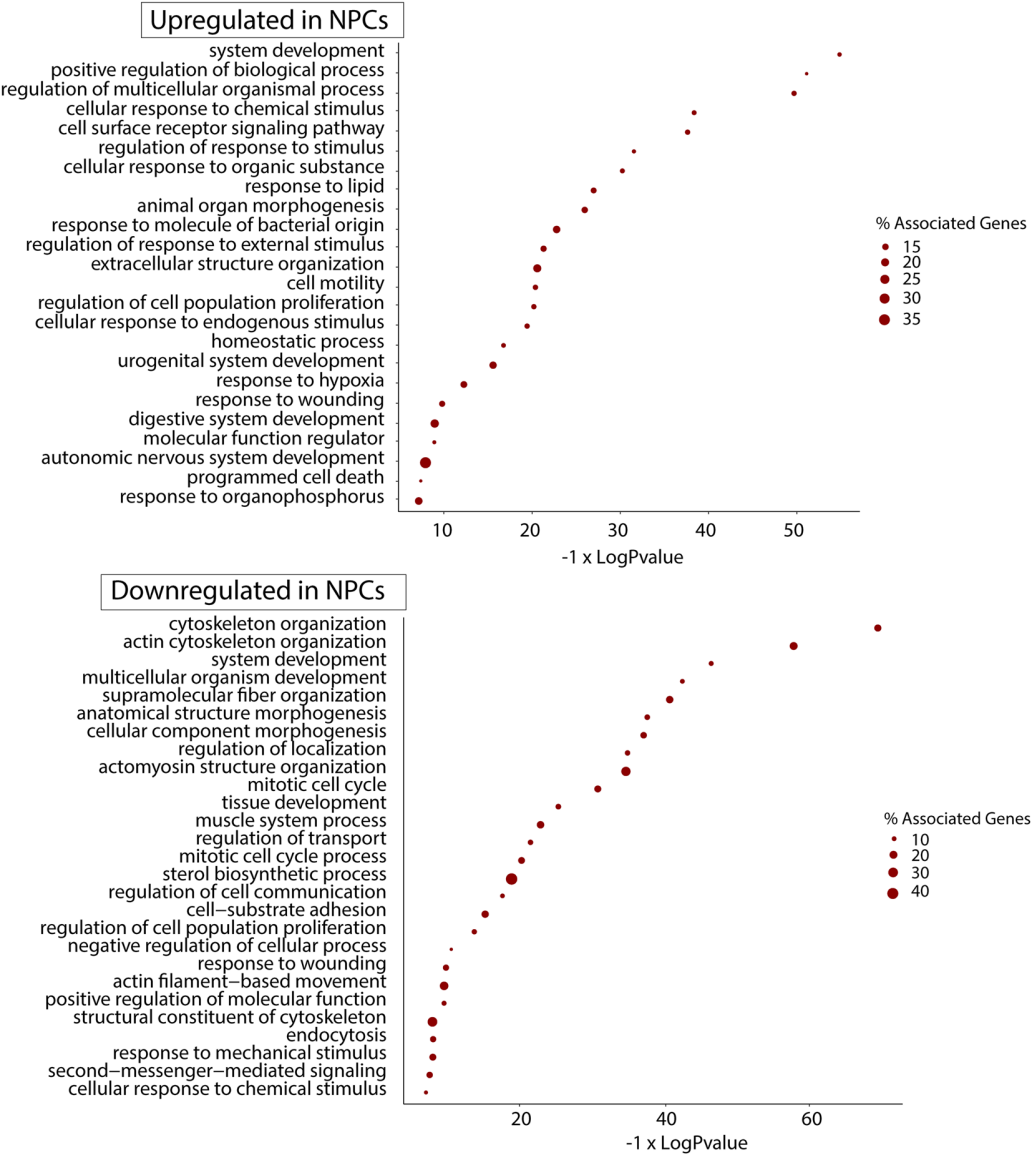
Gene ontology terms enriched in upregulated and downregulated genes in MSCs-derived NPCs. Significantly enriched (right-sided hypergeometric test) GO terms are shown in the y-axis, and the corresponding adjusted P-value (Bonferroni step down) are reported in the x-axis. The size of the dots reports the percentage of genes associated with the GO term identified in the upregulated genes

### Gene set enrichment analysis (GSEA)

All the differential regulated genes were ranked, and then GSEA was performed. GSEA detects even slight coordinated changes in gene sets and identifies pathways not possible with other analysis. GSEA analysis identified eight pathways or biological process from MSigDB that were upregulated in MSCs (Table 2 and Fig. 5). 

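Itgb1, the integrin beta chain shared by most receptors for collagen, laminin and fibronectin (ENSRNOG00000010966, chromosome 19, 72324612 to 72372323), fell in NPCs. It was at 243 ± 35.4 FPKM (SD, n = 3) in NPCs and 1086 ± 116 (SD, n = 3) in MSCs, a log2 fold change of −2.24 (SE 0.17, adjusted p = 0.000133). Actn4, which links actin filaments to adhesion sites (ENSRNOG00000020433, chromosome 1, 88258638 to 88327926), was at 87.0 ± 22.8 FPKM (SD, n = 3) in NPCs and 266 ± 31.0 (SD, n = 3) in MSCs, a log2 fold change of −1.71 (SE 0.24, adjusted p = 0.00177). Ilk, a scaffold of integrin adhesions (ENSRNOG00000018993, chromosome 1, 177584793 to 177591044), was at 70.4 ± 12.4 FPKM (SD, n = 3) in NPCs and 146 ± 2.50 (SD, n = 3) in MSCs, a log2 fold change of −1.14 (SE 0.18, adjusted p = 0.0027). Itga10, the alpha chain of a collagen receptor (ENSRNOG00000021217, chromosome 2, 218259871 to 218279187), rose from 0.0959 ± 0.0135 FPKM (SD, n = 3) in MSCs to 4.96 ± 1.24 (SD, n = 3) in NPCs, a log2 fold change of 4.60 (SE 0.29, adjusted p = 6.18e-05). Of 6 tested genes of integrins and focal adhesions, 3 fell, 1 rose and 2 did not pass with limma (3 and 1 adjusted over the list alone). Those that did not pass, which are the 2 named by gene ID order, were Itgb5, with a log2 fold change of 0.26 (SE 0.26, adjusted p = 0.459), and paxillin, Pxn, with one of −0.32 (SE 0.21, adjusted p = 0.266). The list holds 51 genes, so most of the pathway was not measured by name. With quantile normalisation the fold change of Ilk was −0.70, and its call ended.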

GSEA plots suggested that the integrin pathway, cytoskeletal organisation, and the cell-cycle related process were upregulated in MSCs. Hence, these processes may have roles in MSC differentiation towards NPCs.

**Table 2:** List of pathways and biological process

MSigDB Gene Set	Number	ES	NES	FDR q-value
BIOCARTA_INTEGRIN_PATHWAY	19	− 0.748	− 1.978	0.004
REACTOME_CELL_CYCLE_CHECKPOINTS	160	− 0.432	− 1.698	0.039
GO_ACTIN_FILAMENT_BASED_PROCESS	435	− 0.370	− 1.613	0.048
GO_MITOTIC_CYTOKINESIS	32	− 0.525	− 1.567	0.056
GO_MICROTUBULE_CYTOSKELETON_ORGANISATION_INVOLVED_IN_MITOSIS	66	− 0.430	− 1.512	0.064
REACTOME_CELL_CYCLE	343	− 0.318	− 1.383	0.121
KEGG_CELL_CYCLE	80	− 0.357	− 1.285	0.193
GO_CELL_CYCLE_G2_M_PHASE_TRANSITION	162	− 0.315	− 1.244	0.193

Reported are the terms significantly enriched (FDR < 0.25) in MSCs. *ES* enrichment score, *NES* normalised enrichment score

**Fig. 5:**
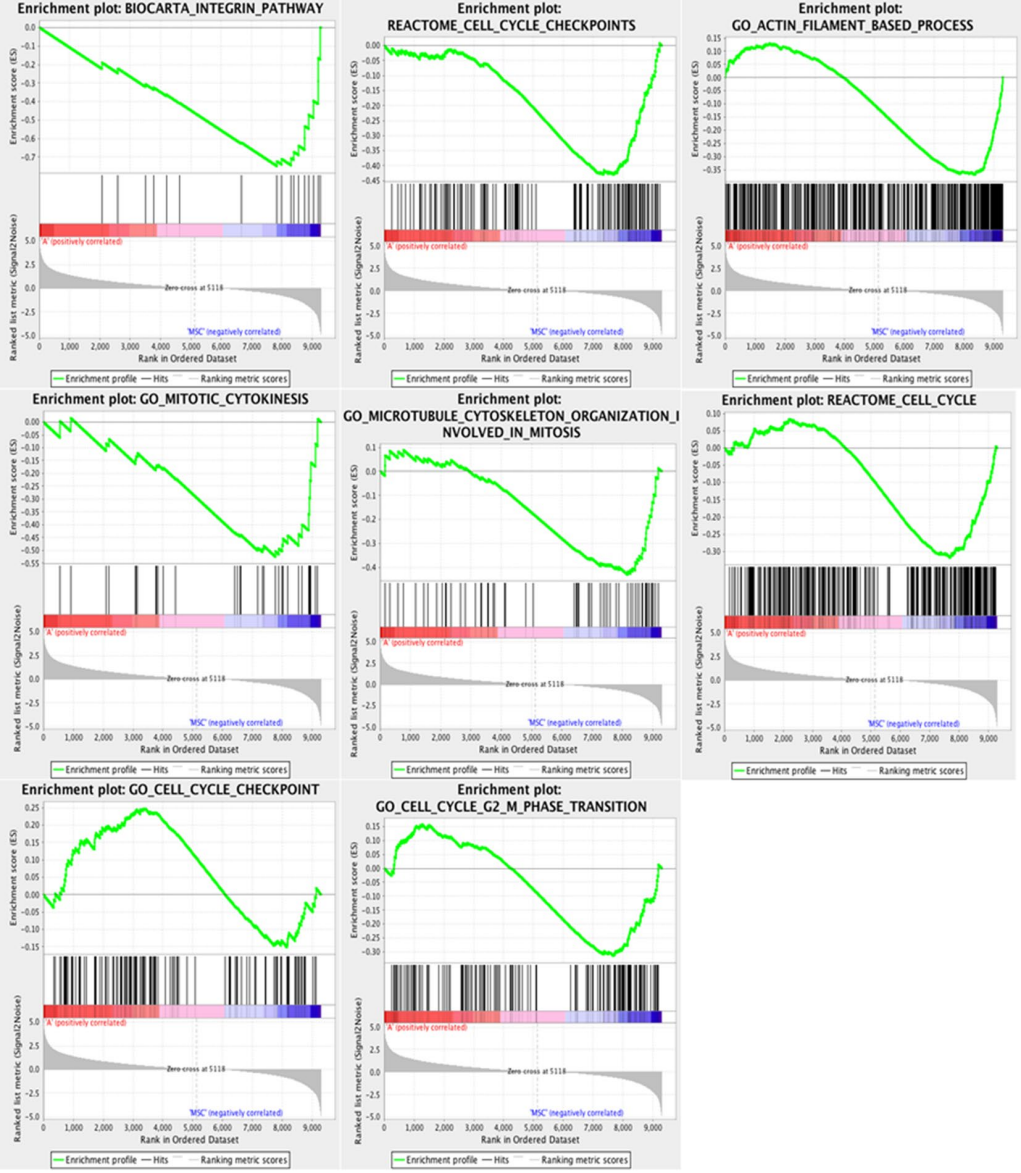
Gene set enrichment. Gene sets from MSigDB significantly enriched are reported for gene expression analysis NPCs vs MSCs. All the terms reported are upregulated in MSCs

### Transcription factor analysis

Specific transcription factors have crucial roles in stem cell differentiation and linage commitment. All the differential regulated genes were mapped with the transcription factor checkpoint database. 

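Transcription factors of several families changed between MSCs and NPCs. Dlx3, a homeobox factor of bone and skin (ENSRNOG00000004278, chromosome 10, 82748717 to 82754094), was at 4.32 ± 0.153 FPKM (SD, n = 3) in NPCs and 0.0881 ± 0.0322 (SD, n = 3) in MSCs, a log2 fold change of 4.51 (SE 0.24, adjusted p = 3.5e-05). Nr1h3, the liver X receptor alpha (ENSRNOG00000013172, chromosome 3, 86712883 to 86721503), was at 14.8 ± 2.77 FPKM (SD, n = 3) in NPCs and 0.977 ± 0.282 (SD, n = 3) in MSCs, a log2 fold change of 3.73 (SE 0.22, adjusted p = 5.31e-05). Arnt2, a dimerisation partner of bHLH-PAS factors (ENSRNOG00000013017, chromosome 1, 147327952 to 147484879), was at 0.176 ± 0.0704 FPKM (SD, n = 3) in NPCs and 3.28 ± 0.259 (SD, n = 3) in MSCs, a log2 fold change of −3.70 (SE 0.27, adjusted p = 0.000109). Over the 88 transcription factors tested, the distance between an MSC and an NPC library on the log2 scale was 17.9 to 18.9, against 4.7 to 5.7 between MSC libraries and 5.3 to 7.0 between NPC libraries. Of 149 transcription factors in Additional file 5, 95 are in the files and 88 could be tested with limma. Both thresholds were passed by 79, of which 55 rose and 24 fell in NPCs (81 passed when adjusted over the list alone). These factors were chosen by the study on these samples, so neither the count nor the distance is independent evidence. Of the 9 that did not pass, 8 had a fold change above 0, with Zfhx3 the highest at 1.23, and Scx had one of −1.61. With a pseudocount of 1 the count was 38, with a minimum of 1 FPKM in 3 libraries 46, and with only annotated transcripts added up 31. Without 1 MSC library 48 to 54 rose and 12 to 15 fell, and without 1 NPC library 40 to 43 rose and 18 to 19 fell. These fits still asked for 0.1 FPKM in 3 libraries. A factor expressed only in the group that lost a library was therefore not tested, which by itself lowers these counts.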

A total of 149 transcription factors were differentially expressed between NPCs and MSCs; 104 transcription factors were upregulated in NPCs, whereas 45 were downregulated. Unsupervised clustering of transcription factors (Fig. 6a) demonstrated that samples within the group were consistent in expression and that samples clustered according to the group; Fig. 6b also lists top ten upregulated and downregulated transcription factors during the differentiation. Additional file 5 contain all the differential regulated transcription factors reported in the differentiation. To gain insight into the specific transcription factors that may be associated to the observed gene expression changes and potentially play roles in the NPC differentiation, the list of 3252 differentially expressed genes were subjected to transcription factor enrichment analysis using ChEA3 [38] (Additional file 3). Figure 7 shows the top 10 ranked enriched transcription factors from ChEA3 analysis with significantly upregulated (red arrows) and downregulated (blue arrows) TFs in NPCs.

**Fig. 6:**
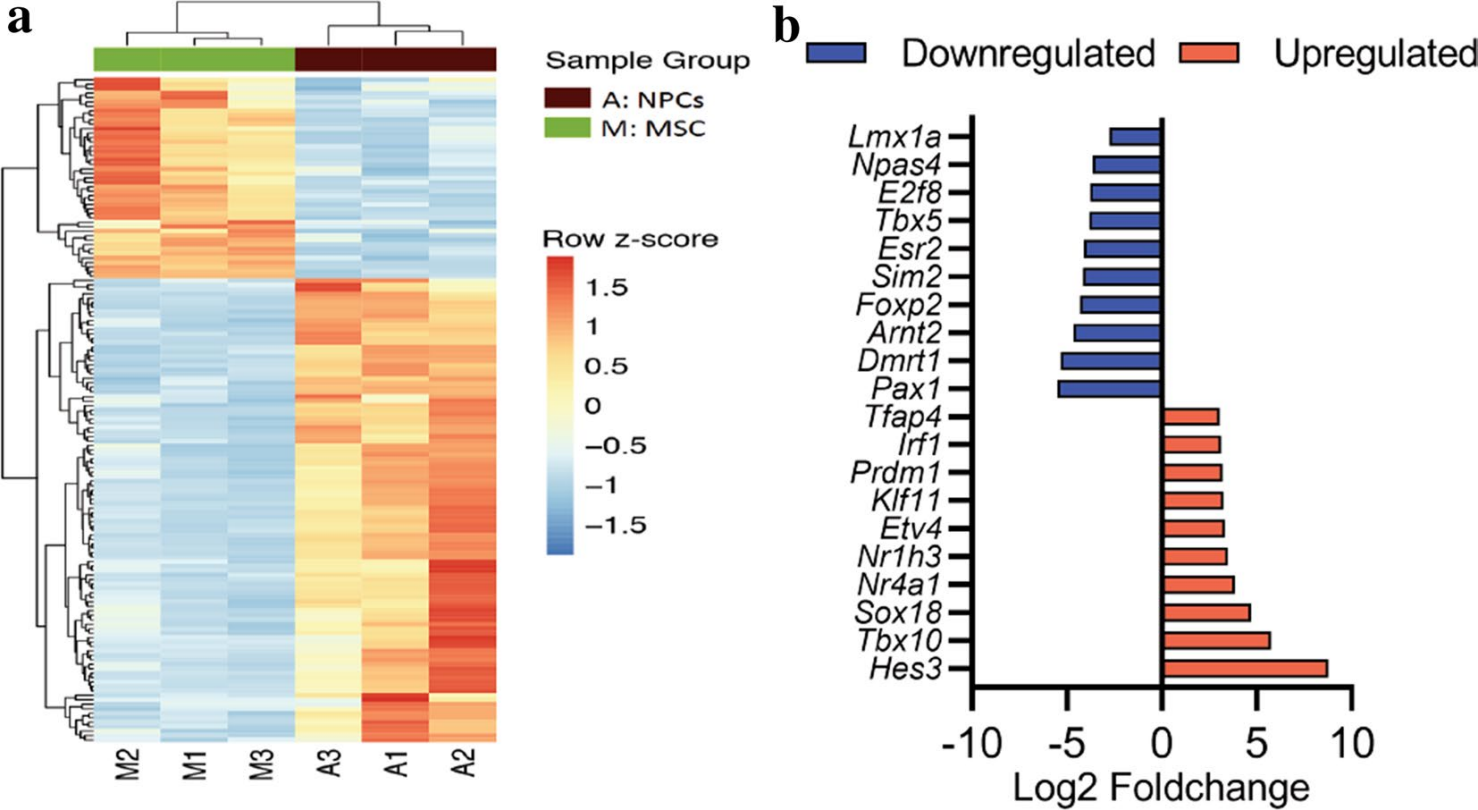
Transcription factor analysis. **a** Hierarchical clustering of differentially expressed transcription factors. Data shown are the significantly differentially expressed transcription factors. The colour scale bar shows z-score values after z-score row normalisation. The heatmap was generated using the heatmap package from R. **b** Top 10 upregulated and downregulated transcription factors with their average fold changes in NPCs

**Fig. 7:**
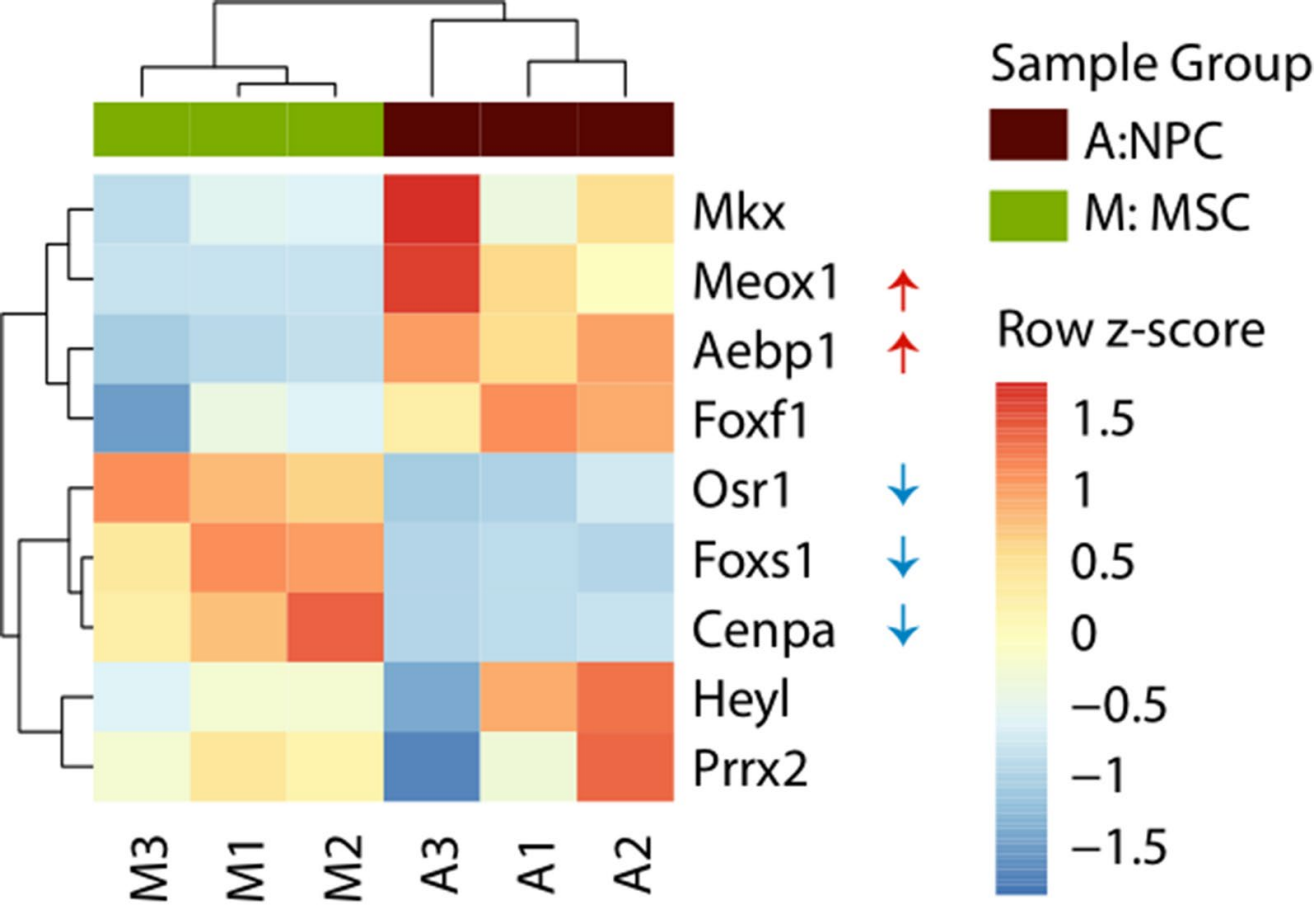
Shown are the top 10 ranked enriched transcription factor from ChEA3 analysis with significantly upregulated (red arrows) and downregulated (blue arrows) TFs in NPC. Gene Tcf21 is not shown as it has zero values across all the samples. The colour scale bar shows TPM values after z-score row normalization. Heatmap was generated using pheatmap package from R

## Discussion

The transcriptomic analysis is an essential tool for understanding the molecular processes during stem cells differentiation. In our current and previous studies, we successfully extracted MSCs from the bone marrow of SD rats, which expressed CD90, nestin, fibronectin, and vimentin [19]. Once the successful platform of MSCs was established, they were then differentiated into NPCs in the presence of bFGF and EGF. NPCs attained optimum viability and optimum proliferation on Day 3. Other studies have also reported MSCs differentiation into NPCs after three days of induction in the presence of bFGF and EGF [23–25].

In the previous study, we differentiated NPCs into neuronal-like and glial-like cells [19]. In this study, we assessed the derived neuron functionality through action potential that can be elicited. Hence, the derived neurons were able to elicit the action potential. Furthermore, the neurons expressed the beta-tubulin III, a marker of mature neurons, and they also expressed the postsynaptic density protein 95 (PSD-95), indicating that the derived neurons communicate with each another [40]. Hence, NPCs can be formed on Day 3 of induction from MSCs in the neural media containing bFGF and EGF, and the derived NPCs can be differentiated into glial and neuron cells. These analyses confirmed that MSCs were differentiated into NPCs.

The main aim of this study was to compare the transcriptomes of MSCs and MSC-derived NPCs (on Day 3 of induction) to unravel the molecular processes involved in early neural differentiation of MSCs.. Sequencing was conducted using the Nextseq®500 sequencing system by setting a single-end sequence of 50 million reads per sample. The details of quality control and mapping are provided in Additional file 2. Briefly, 96% of the reads corresponding to 51.86 million reads pass the filtering criteria across all samples, and approximately 97% of the reads corresponding to 50.5 million reads mapped on the genome across all samples.

The global transcriptomic analysis revealed 3252 differentially regulated genes with two or more folds between MSCs and NPCs; 1771 of them were upregulated, whereas 1481 were downregulated in NPCs. The profound changes in the transcriptomes during the differentiation indicate that NPCs have different expression profiles indicating the MSCs were differentiated into NPCs. Eight of the differentially regulated genes were analysed using RT-qPCR, and their differential regulations were analogous to that reported in mRNA sequencing (Additional file 5), providing confidence regarding the other differential expressed genes in mRNA sequencing.

All the differentially expressed genes were assessed for GO term enrichment. All the details of the GO terms, including the number of associated genes, level of GO terms, and statistical significance values, are provided in Additional file 3. Figure 4 lists the main non-redundant GO terms that were enriched either in MSCs or NPCs. The main GO terms related to neural and stem cells differentiation enriched in NPCs included the autonomic nervous system, cell surface receptor signalling pathways, extracellular structure organisation, and programmed cell death.

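Several genes of autonomic nervous system development rose in NPCs. Vcam1, a cell adhesion molecule (ENSRNOG00000014333, chromosome 2, 237158195 to 237177632), was at 4.35 ± 1.84 FPKM (SD, n = 3) in NPCs and 0.0600 ± 0.0323 (SD, n = 3) in MSCs, a log2 fold change of 4.67 (SE 0.36, adjusted p = 0.000144). Sema3a, a repulsive axon guidance signal (ENSRNOG00000023337, chromosome 4, 18141779 to 18354542), was at 3.06 ± 0.517 FPKM (SD, n = 3) in NPCs and 0.246 ± 0.0282 (SD, n = 3) in MSCs, a log2 fold change of 3.11 (SE 0.25, adjusted p = 0.000174). Ednrb, the endothelin receptor of migrating neural crest cells (ENSRNOG00000010997, chromosome 15, 91502602 to 91531979), was at 2.14 ± 1.27 FPKM (SD, n = 3) in NPCs and 0.159 ± 0.108 (SD, n = 3) in MSCs, a log2 fold change of 2.98 (SE 0.52, adjusted p = 0.00455). Egr2, a zinc finger factor of hindbrain and Schwann cells (ENSRNOG00000000640, chromosome 20, 24551942 to 24556227), was at 17.0 ± 12.1 FPKM (SD, n = 3) in NPCs and 2.61 ± 0.849 (SD, n = 3) in MSCs, a log2 fold change of 2.41 (SE 0.47, adjusted p = 0.00684). Gbx2, a homeobox factor of the midbrain-hindbrain boundary (ENSRNOG00000019495, chromosome 9, 96754122 to 96756543), was at 2.31 ± 0.967 FPKM (SD, n = 3) in NPCs and 0.569 ± 0.105 (SD, n = 3) in MSCs, a log2 fold change of 1.72 (SE 0.34, adjusted p = 0.00782). Ret, the receptor of glial cell line-derived neurotrophic factor, was at 0.409, 0.272 and 0.0945 FPKM in the NPC libraries and listed at 0 in 2 of the 3 MSC libraries. Ret and Sox8 lay under the minimum expression and were not tested. Of 15 genes of the list, 10 are in the files and 7 could be tested with limma, and 6 of these, Hes3 among them, rose and none fell (6 adjusted over the list alone). The study chose the list on these samples, so the count is not independent evidence. With only annotated transcripts added up, the calls of Ednrb and Egr2 ended at log2 fold changes of 1.46 and 0.64, and that of Gbx2 ended with its fold change at 1.83 (adjusted p = 0.0555).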

Fifteen genes from the autonomic nervous system GO term (GO:0048483) were upregulated in NPCs (Additional file 3): *Ednra, Ednrb, Egr2, Fn1, Gbx2, Hes3, Kif26a, Ntrk1, Plxna3, Ret, Sema3a, Sema3f, Six1, Sox8, and Vcam1. Ret* was also confirmed by RT-qPCR. *Ret* signalling has a crucial role in the development of the peripheral and central nervous system and the enteric gut system [41–43]. 

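Genes known from neural progenitors, neurons, neural crest and glia went both ways between MSCs and NPCs. Lhx2, a LIM homeobox factor of the early forebrain and eye (ENSRNOG00000010551, chromosome 3, 27870027 to 27887928), was at 2.82 ± 1.40 FPKM (SD, n = 3) in NPCs and 0.507 ± 0.221 (SD, n = 3) in MSCs, a log2 fold change of 2.16 (SE 0.40, adjusted p = 0.00569). Vim, the intermediate filament vimentin (ENSRNOG00000018087, chromosome 17, 82500858 to 82509377), was at 766 ± 104 FPKM (SD, n = 3) in NPCs and 2733 ± 246 (SD, n = 3) in MSCs, a log2 fold change of −1.92 (SE 0.17, adjusted p = 0.000274). Nes, the intermediate filament nestin (ENSRNOG00000018681, chromosome 2, 206747073 to 206755585), was at 0.305 ± 0.020 FPKM (SD, n = 3) in NPCs and 0.117 ± 0.0551 (SD, n = 3) in MSCs, a log2 fold change of 0.90 (SE 0.28, adjusted p = 0.0428), which is under the fold change threshold. The added 0.1 is close to these values and shrinks this fold change. With a pseudocount of 0.01 Nes did not pass both thresholds either. Uchl1, a ubiquitin hydrolase abundant in neurons (ENSRNOG00000002343, chromosome 14, 42928247 to 42938965), was at 13.1 ± 4.79 FPKM (SD, n = 3) in NPCs and 79.4 ± 3.33 (SD, n = 3) in MSCs, a log2 fold change of −2.73 (SE 0.26, adjusted p = 0.000328). Of 9 tested genes of neural progenitors, 2 rose, 3 fell and 4 did not pass with limma (2 and 3 adjusted over the list alone), and of the 3 named by gene ID order 1 fell. Hes3 and Lhx2 rose, and Vim, Emx2 and Prom1 fell, the last with a log2 fold change of −2.56 (SE 0.27, adjusted p = 0.000528). Of 3 tested neuronal genes, 2 fell and 1 did not pass (2 adjusted over the list alone), and the 1 named by gene ID order, Uchl1, fell. Slc17a6, a vesicular glutamate transporter, was at 0.958, 0.810 and 0.697 FPKM in the MSC libraries and listed at 0 in NPCs. The synaptic vesicle protein Syt1 had a log2 fold change of −0.76 (SE 0.26, adjusted p = 0.0567). Of 7 tested genes of the neural crest, 3 rose, 1 fell and 3 did not pass (3 and 1 adjusted over the list alone), and the 3 named by gene ID order are those that did not pass. Besides Ednrb, the factor Sox5 rose with a log2 fold change of 2.31 (SE 0.18, adjusted p = 0.000152) and Snai1, a driver of epithelial-mesenchymal transition, with one of 1.13 (SE 0.27, adjusted p = 0.0157), and Dlx5 fell with one of −1.30 (SE 0.28, adjusted p = 0.0105). Of 4 tested glial genes, 1 rose, which was Egr2, and 3 did not pass (1 adjusted over the list alone), and all 4 were named by gene ID order. S100b was at 122 ± 36.0 FPKM (SD, n = 3) in NPCs and 95.4 ± 5.34 (SD, n = 3) in MSCs, a log2 fold change of 0.24 (SE 0.24, adjusted p = 0.471). The myelin gene Mog had a log2 fold change of −0.44 (SE 0.27, adjusted p = 0.25). Of the 10 markers that the paper used to characterise the cells, Nes and Vim could be tested, and Vim fell (1 adjusted over the list alone). The paper chose these markers, which makes them no independent evidence. For nestin the paper cites flow cytometry against MSCs suspended in basal media, and real-time PCR against a control. No library of MSCs in basal media is among the data, so the values here do not test that result. The call of Snai1 ended without MSC replicate 2 (log2 fold change 0.95), NPC replicate 1 (adjusted p = 0.0607) or NPC replicate 3 (log2 fold change 0.99), and those of Prom1, Slc17a6 and Dlx5 with a pseudocount of 1. With only annotated transcripts added up, the call of Lhx2 ended at a log2 fold change of 1.11 and those of Uchl1 and Dlx5 at −7.31 and −1.2 (adjusted p = 0.0692 and 0.095), and the fold change of Sox5 turned negative.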

The upregulation of these neural related genes suggested that the NPCs were neural progenitor-like cells.

Results revealed that 291 genes involved in the cell surface receptor signalling pathways GO term (GO:0007166) were upregulated in NPCs. This GO term lists the signalling pathways that are activated by the binding of the ligand and activate the transcription factors. 

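Early response genes downstream of growth factor receptors and ERK rose in part in NPCs. The zinc finger factors Egr1 and Egr3, immediate targets of ERK signalling, both rose. Egr1 (ENSRNOG00000019422, chromosome 18, 27369166 to 27372951) was at 28.6 ± 5.50 FPKM (SD, n = 3) in NPCs and 9.195 ± 2.80 (SD, n = 3) in MSCs, a log2 fold change of 1.58 (SE 0.24, adjusted p = 0.00257). Egr3 (ENSRNOG00000017828, chromosome 15, 55482581 to 55485279) was at 7.65 ± 3.21 FPKM (SD, n = 3) in NPCs and 0.919 ± 0.419 (SD, n = 3) in MSCs, a log2 fold change of 2.86 (SE 0.43, adjusted p = 0.00237). Etv4, an ETS factor induced by FGF signalling (ENSRNOG00000020792, chromosome 10, 89481284 to 89496509), was at 6.27 ± 2.07 FPKM (SD, n = 3) in NPCs and 1.01 ± 0.463 (SD, n = 3) in MSCs, a log2 fold change of 2.47 (SE 0.37, adjusted p = 0.00226). Of 10 tested early response genes, 5 rose, 1 fell and 4 did not pass with limma (5 and 1 adjusted over the list alone), and of the 5 named by gene ID order 1 rose, which was Egr2. Dusp2, a phosphatase of MAP kinases, rose with a log2 fold change of 1.56 (SE 0.40, adjusted p = 0.0209). Hbegf, a ligand of the EGF receptor, fell with one of −1.14 (SE 0.20, adjusted p = 0.00455). The ETS factor Etv5 had a log2 fold change of 0.12 (SE 0.15, adjusted p = 0.569), and the ligands Areg and Ereg had 1.25 (SE 0.76, adjusted p = 0.238) and −0.33 (SE 0.88, adjusted p = 0.794). The calls of Egr3, Etv4 and Egr2 ended with only annotated transcripts added up, at log2 fold changes of 1.78, 2.68 and 0.64 (adjusted p = 0.0942, 0.144 and 0.858).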

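Genes of the Wnt pathway, which signals through secreted ligands, moved in both directions. Besides the antagonist Frzb, Wif1, another secreted inhibitor of Wnt, rose with a log2 fold change of 1.42 (SE 0.28, adjusted p = 0.00747). Tcf7l1, a repressor of Wnt target genes (ENSRNOG00000014753, chromosome 4, 165263183 to 165426980), was at 1.13 ± 0.470 FPKM (SD, n = 3) in NPCs and 0.291 ± 0.104 (SD, n = 3) in MSCs, a log2 fold change of 1.56 (SE 0.37, adjusted p = 0.0153). Nkd2, an intracellular antagonist of Dishevelled (ENSRNOG00000016103, chromosome 1, 33482721 to 33509554), was at 3.57 ± 1.46 FPKM (SD, n = 3) in NPCs and 16.6 ± 4.17 (SD, n = 3) in MSCs, a log2 fold change of −2.30 (SE 0.30, adjusted p = 0.00133). The ligand Wnt16 was at 0.556 ± 0.0445 FPKM (SD, n = 3) in MSCs and listed at 0 in 2 of the 3 NPC libraries, with a log2 fold change of −2.68 (SE 0.26, adjusted p = 0.000347). Of 10 tested genes of the pathway, 4 rose, 4 fell and 2 did not pass with limma (4 and 4 adjusted over the list alone), and the 1 named by gene ID order did not pass. The ligand Wnt4 rose by 1.14, and the receptor Fzd2 and the antagonist Nkd1 fell, with log2 fold changes of −1.42 and −1.27. Lef1, a nuclear effector of the pathway, had a log2 fold change of 0.84 (SE 0.49, adjusted p = 0.221). With quantile normalisation 3 genes rose and 4 fell. The calls of Tcf7l1 and Wnt16 ended with a pseudocount of 1, and those of Tcf7l1 and Nkd2 with only annotated transcripts added up, at log2 fold changes of 0.19 and −4.2 (adjusted p = 0.918 and 0.109).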

One of the genes Frzb, which was also validated by RT-qPCR, is a component of the Wnt pathway, which plays a role in the proliferation of neural stem cells, neuronal differentiation, and development [44, 45].

Another GO term related to NPCs differentiation was programmed cell death (GO:0012501). Our previous study showed that there was some apoptosis during the differentiation of MSCs into NPCs. We enhanced the differentiation by adding IGF-1, which in turn enhanced cell proliferation and inhibited apoptosis [19]. In this transcriptomic analysis, 186 genes related to programmed cell death GO term were upregulated in NPCs.

Hence, it indicates that programmed cell death was occurring in some cells when MSCs was differentiating into NPCs.

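Few genes of programmed cell death could be named, and those that passed the test rose in NPCs. Bcl2l11, the pro-apoptotic protein Bim (ENSRNOG00000016551, chromosome 3, 126571721 to 126601829), was at 14.3 ± 7.199 FPKM (SD, n = 3) in NPCs and 2.12 ± 0.858 (SD, n = 3) in MSCs, a log2 fold change of 2.60 (SE 0.43, adjusted p = 0.00351). Pdcd4, an inhibitor of translation linked to cell death (ENSRNOG00000014779, chromosome 1, 282038264 to 282061732), was at 35.2 ± 11.3 FPKM (SD, n = 3) in NPCs and 13.9 ± 0.773 (SD, n = 3) in MSCs, a log2 fold change of 1.21 (SE 0.23, adjusted p = 0.00595). Bak1, an effector that opens the outer mitochondrial membrane (ENSRNOG00000000485, chromosome 20, 7675062 to 7683674), was at 7.95 ± 1.02 FPKM (SD, n = 3) in NPCs and 11.8 ± 0.750 (SD, n = 3) in MSCs, a log2 fold change of −0.64 (SE 0.17, adjusted p = 0.021), which is under the fold change threshold. Bcl2, which restrains apoptosis (ENSRNOG00000002791, chromosome 13, 31758213 to 31919850), was at 2.45 ± 0.248 FPKM (SD, n = 3) in NPCs and 2.02 ± 0.179 (SD, n = 3) in MSCs, a log2 fold change of 0.19 (SE 0.20, adjusted p = 0.489). Of the 42 genes that promote apoptosis, 3 could be tested with limma, and 2 rose and none fell (2 adjusted over the list alone). Bak1, the 1 named by gene ID order, did not pass. Of the 20 that restrain it, only Bcl2 could be tested, and it did not pass (none adjusted over the list alone). Of 4 tested targets of p53, 2 rose and 2 did not pass (2 adjusted over the list alone), and of the 3 named by gene ID order 1 rose. Xpc, a DNA damage sensor, rose with a log2 fold change of 1.15 (SE 0.19, adjusted p = 0.00361) and Btg2, an antiproliferative factor, with one of 1.01 (SE 0.29, adjusted p = 0.0332). Sesn1 had a log2 fold change of 0.97 (SE 0.21, adjusted p = 0.011) and the cyclin Ccng1 one of 0.05 (SE 0.15, adjusted p = 0.805). Sesn1 passed without NPC replicate 3 (1.13), without MSC replicate 1 (1.02) and with no rescaling of the libraries (1.04). The call of Btg2 ended without MSC replicate 1 or 2 or NPC replicate 2 or 3 (adjusted p 0.0626 to 0.0945), with no filter on low values and with a pseudocount of 1. The fold change of Bcl2 was −0.04 with quantile normalisation, that of Ccng1 turned negative without NPC replicate 2 or MSC replicate 1 (−0.05 and −0.02), and with only annotated transcripts added up the call of Pdcd4 ended at a log2 fold change of 1.33 (adjusted p = 0.172) and the fold changes of Bcl2l11 and Xpc turned negative.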

Sixty-one genes of the extracellular structure organisation GO term (GO:0043062) were upregulated in the NPCs. A microarray study revealed that the extracellular matrix (ECM) genes were upregulated in the NPCs derived from human MSCs [46]. In our study, ECM proteins, such as *Mmp10*, *Mmp3, Mmp13*, *Timp4, Sparcl1, and fibronectin (Fn1*) as well as various types of collagen family genes (*Col10a1, Col15a1, Col16a1, Col17a1, Col18a1, Col23a1, Col25a1, Col27a1, Col3a1, Col4a4, Col5a3, and Col6a1*) were upregulated in NPCs (Additional file 3). This data reflects the roles of extracellular modelling in the differentiation of MSCs into NPCs. 

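Secreted proteases of the matrix were among the genes that rose most in NPCs. Mmp3, or stromelysin, which cleaves matrix proteins and other proteases (ENSRNOG00000032626, chromosome 8, 5680439 to 5701146), was at 1023 ± 314 FPKM (SD, n = 3) in NPCs and 2.30 ± 0.349 (SD, n = 3) in MSCs, a log2 fold change of 8.63 (SE 0.24, adjusted p = 4.36e-06). Mmp10, a second stromelysin (ENSRNOG00000032832, chromosome 8, 5737185 to 5745085), was at 132 ± 37.1 FPKM (SD, n = 3) in NPCs and 0.201 ± 0.0834 (SD, n = 3) in MSCs, a log2 fold change of 8.72 (SE 0.25, adjusted p = 4.36e-06). The collagenase Mmp13 (ENSRNOG00000008478, chromosome 8, 5527980 to 5538259) was at 425 ± 151 FPKM (SD, n = 3) in NPCs and 3.86 ± 2.56 (SD, n = 3) in MSCs, a log2 fold change of 6.94 (SE 0.62, adjusted p = 0.000441). Sparcl1, a matricellular protein (ENSRNOG00000015093, chromosome 14, 6985393 to 7016295), was at 3.12 ± 2.02 FPKM (SD, n = 3) in NPCs and 0.148 ± 0.0644 (SD, n = 3) in MSCs, a log2 fold change of 3.35 (SE 0.60, adjusted p = 0.00517). Timp4, an inhibitor of metalloproteinases (ENSRNOG00000007955, chromosome 4, 210445694 to 210452213), was at 0.880 ± 0.308 FPKM (SD, n = 3) in NPCs and 0.326 ± 0.0569 (SD, n = 3) in MSCs, a log2 fold change of 1.09 (SE 0.32, adjusted p = 0.0336). Col6a1, a chain of microfibrillar collagen (ENSRNOG00000001249, chromosome 20, 14817563 to 14835866), was at 591 ± 70.8 FPKM (SD, n = 3) in NPCs and 241 ± 17.3 (SD, n = 3) in MSCs, a log2 fold change of 1.21 (SE 0.15, adjusted p = 0.00118). Of the 18 matrix genes named by the paper, 6 are in the files by name and all 6 rose (6 adjusted over the list alone). The study chose them on these samples, so the count is not independent evidence. Of 8 tested metalloproteinases and inhibitors, 5 rose, 1 fell and 2 did not pass with limma (5 and 1 adjusted over the list alone), and the 2 named by gene ID order are those that did not pass. The gelatinase Mmp9 rose with a log2 fold change of 3.64 (SE 0.32, adjusted p = 0.000239), and Mmp23 fell with one of −2.99 (SE 0.21, adjusted p = 8.87e-05). Of 5 tested collagen genes, 1 rose, 3 fell and 1 did not pass (1 and 3 adjusted over the list alone), and of the 2 named by gene ID order 1 rose and none fell. Col11a1, a fibrillar collagen of cartilage (ENSRNOG00000023148, chromosome 2, 234955506 to 235148332), was at 68.3 ± 4.67 FPKM (SD, n = 3) in NPCs and 339 ± 54.6 (SD, n = 3) in MSCs, a log2 fold change of −2.37 (SE 0.20, adjusted p = 0.000211). Col24a1 and Col9a2 fell with log2 fold changes of −1.57 (SE 0.35, adjusted p = 0.0124) and −2.17 (SE 0.50, adjusted p = 0.0136), and Col11a2 had one of 0.66 (SE 0.34, adjusted p = 0.165). The call of Timp4 ended with a pseudocount of 1, with quantile normalisation, and without NPC replicate 1 or 2 or MSC replicate 1 or 2 (adjusted p 0.0928 to 0.102). With only annotated transcripts added up, the calls of Timp4 and Col9a2 ended at log2 fold changes of 1.19 and −2.05 (adjusted p = 0.135 and 0.0911) and the fold change of Col24a1 turned positive. The paper writes that the higher expression of matrix genes reflects roles of extracellular remodelling. After its RT-qPCR of Mmp10 and a study on Mmp10 in neurogenesis, it states that this indicates extensive extracellular remodelling in the differentiation of MSCs into NPCs.

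**Figure D3:**
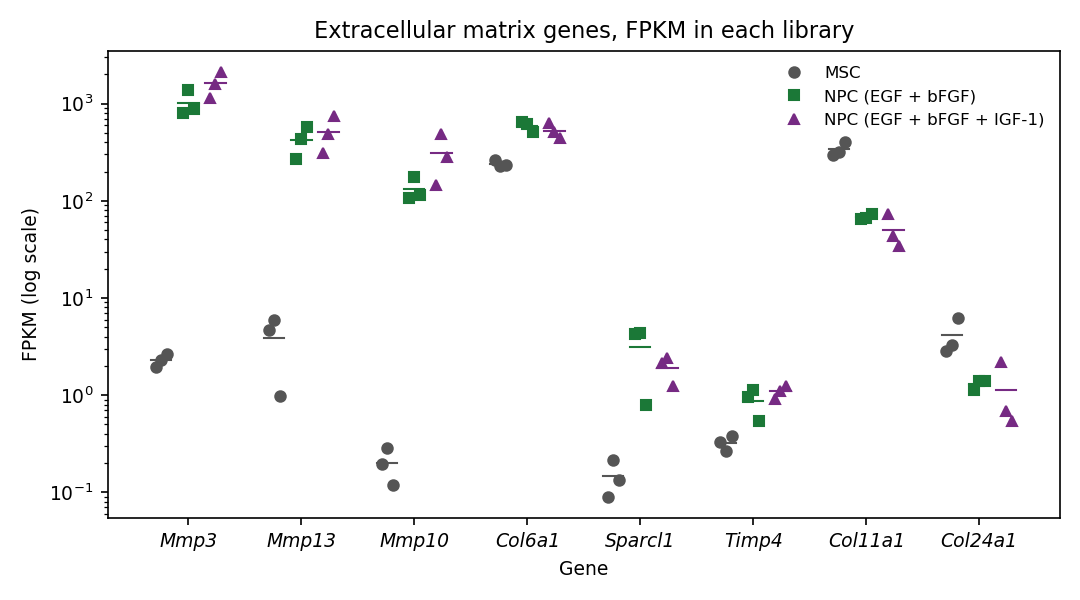
FPKM of 8 matrix genes in each library, on a log axis, for 3 MSC libraries (grey circles), 3 NPC libraries (green squares) and 3 libraries of cells induced with IGF-1 as well (purple triangles), with a line at the mean of each group. The NPC libraries lie above the MSC libraries for Mmp3, Mmp13, Mmp10, Col6a1, Sparcl1 and Timp4 and below them for Col11a1 and Col24a1.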

Matrix metalloproteinase-10 (*Mmp10*) expression was also confirmed with RT-qPCR. Recent research indicates that *Mmp1*0 has a role in promoting neurogenesis and neuroprotection in the human brain [47]. Hence, it indicates the differentiation of MSCs into NPCs involves extensive extra cellular remodelling.

The main relevant GO terms enriched in MSCs or downregulated in NPCs were: cytoskeleton organisation (GO:00070109), actin cytoskeleton organisation (GO:0030036), structural cytoskeleton constituent (GO:0005200), mitotic cell cycle (GO:0000278), and mitotic cell cycle process (GO:1903047). These results were expected as MSCs possessed cytoskeletal organisation to maintain the fibroblast-like morphology in cell culture. The cytoskeletal organisation is also involved in the differentiation of MSCs. One study reported that mechanical stretches are responsible for cytoskeletal organisation enhanced the differentiation of MSCs into osteoblasts [48]. Another study reported that the organisation of actin modulated MSC migration [49].

Interestingly, Peng et al. reported that cytoskeletal organisation was a crucial step during the differentiation of MSCs into neural lineages [50]. The authors applied RhoA kinase inhibitor, which enhanced the differentiation of MSCs into neural lineages. The derived cells expressed more nestin and MAP2 compared to the control. Another study also revealed that cytoskeletal rearrangement was a critical component during neural development [51]. The cytoskeleton changes take place with signalling pathways and environmental cues. These polymers are formed due to non-covalent bonds which make it easy to form or dismantle. The differentiation of MSCs involves changes in morphology that require cytoskeletal reorganisation [52].

During gene set enrichment analysis (GSEA) differential genes were ranked based on their fold changes and statistically significancant. After ranking, GSEA was performed on certain gene sets from MSigDB to calculate their enrichment. GSEA revealed that the integrin pathway and cytoskeletal organisation were enriched in MSCs. One study reported that integrin enhanced the differentiation of MSCs into osteoblast [53]. Other studies also confirmed the roles of integrin pathway in MSC differentiation [54, 55]. Furthermore, integrin interacts with cytoskeletal proteins to mediate their effects on cells [56, 57]. In this way, integrin can mediate the interaction between cytoskeletal proteins and ECM [58]. The integrin resides in focal adhesions which mediate this interaction; hence, focal adhesion binds the cytoskeletal protein with ECM. This interaction regulates the proliferation, migration, and differentiation of MSCs. Due to the differential regulation of ECM, integrin and cytoskeletal related genes, we predict the analogous interactions of ECM, integrin and cytoskeletal proteins would drive the MSC differentiation into NPCs.

Both GSEA and GO terms enrichment analyses showed that upregulated genes related to cell cycle-regulation in MSCs. Cell cycle regulation is crucial for enhanced MSC differentiation into adipocytes. One study reported that cell cycle arrest in G1 enhancing the differentiation of MSCs into adipocytes [59]. Microarray analysis also confirmed that during adipogenic differentiation from MSCs, cell cycle arrest genes were upregulated [60]. One other study reported that berberine enhanced the neural differentiation from neuroblastoma cells by cell cycle arrest [61]. In other study, the inhibition of cyclin-dependent kinase 4 (CDK4) led to the hypo phosphorylation of Smads and STAT3, which enhanced human MSC differentiation into NPCs [62]. In pluripotent stem cells such as embryonic stem cells, cell cycle regulation is also crucial for renewal and differentiation. The embryonic stem cells have shorter G1 and G2 compared with adult stem cells, but the G1 phase enlarges when embryonic stem cells are differentiated [63]. Differential regulation of cell cycle related genes indicate the cell cycle regulation may play a crucial role in the differentiation.

The other main aim of the current study was to compare the transcription factors between NPCs and MSCs to determine the transcription factors that are involved in the differentiation of MSCs into NPCs. Specific transcription factors are crucial in differentiation and trans-differentiation. These specific factors, particularly master transcription factors, bind to enhancers or upstream sequencers and regulate many genes, resulting in the differentiation or trans-differentiation of the cell [64]**.** Apart from a few transcription factors, such as MyoD, which enhance muscle differentiation, most transcription factors interact with others, forming a transcription factor network which maintains the phenotype of cells [65]. Fibroblast was induced into a pluripotent state through the ectopic expression of OCT4, SOX2, c-MYC, and KLIF4 in Fibroblasts [66]. These factors form and maintain pluripotency by forming a transcription factor network in embryonic stem cells [67].

MSCs can be derived from several tissues, and discovering core transcriptomes such as transcription factors that maintain MSC multipotency is crucial. In 2014, the transcriptomics of human MSCs from the bone marrow and the placenta were compared [68]. There was common and dissimilar genes expression between the two stem cell types. In another detailed study in 2016, the transcriptomes of human MSCs from the bone marrow, adipose tissues, placenta, and fibroblast cells were compared [69]. This meta-analysis revealed that human MSCs had 13 transcription factors that defined MSC multipotency: *ARID5B, CREB3, EPAS1, FHL2, GTF2E2, GTF2IRD1, ID3, LMO7, SNAI2, TAF13, TEAD3, TULP3,* and *ZNF532*. Since these transcription factors define the core of the MSCs lineage, their expression was assessed in the NPCs. *Creb3, Fhl2, Id3, Snai2,* and *Taf13* were downregulated in NPCs, confirming the MSCs were differentiated into NPCs.

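Of the transcription factors tied to MSC multipotency, Epas1 and Tead3 could be matched to the files. Epas1, a hypoxia-inducible factor (ENSRNOG00000021318, chromosome 6, 20299621 to 20377837), was at 2.67 ± 0.0575 FPKM (SD, n = 3) in NPCs and 0.638 ± 0.0995 (SD, n = 3) in MSCs, a log2 fold change of 1.85 (SE 0.21, adjusted p = 0.000785). Tead3, a DNA-binding partner of YAP (ENSRNOG00000000506, chromosome 20, 10111923 to 10131306), was at 8.47 ± 1.39 FPKM (SD, n = 3) in NPCs and 10.8 ± 1.56 (SD, n = 3) in MSCs, a log2 fold change of −0.43 (SE 0.17, adjusted p = 0.0855). Creb3, Fhl2, Id3, Snai2 and Taf13 could not be matched to the files by name. Of the 13 factors named by the paper, 1 thus rose and 1 did not pass with limma (1 adjusted over the list alone). The paper chose them, so the count is not independent evidence. Only 6 of 24 listed surface and secreted markers of MSCs could be tested, and most of these 6 fell in NPCs. Alcam, the adhesion molecule CD166 (ENSRNOG00000001989, chromosome 11, 53964952 to 54165636), was at 2.16 ± 0.300 FPKM (SD, n = 3) in NPCs and 17.3 ± 1.98 (SD, n = 3) in MSCs, a log2 fold change of −3.02 (SE 0.18, adjusted p = 5.66e-05). Cxcl12, the chemokine that holds blood stem cells in the marrow (ENSRNOG00000013589, chromosome 4, 215195689 to 215203554), was at 1.32 ± 0.878 FPKM (SD, n = 3) in NPCs and 9.64 ± 4.82 (SD, n = 3) in MSCs, a log2 fold change of −2.94 (SE 0.56, adjusted p = 0.00667). Of 6 tested MSC markers, 4 fell, 1 rose and 1 did not pass (4 and 1 adjusted over the list alone), and of the 2 named by gene ID order 1 fell. Itgb1 and Mcam fell too, the latter with a log2 fold change of −1.34 (SE 0.19, adjusted p = 0.0019), and Vcam1 rose. Cd200 had a log2 fold change of −0.29 (SE 0.31, adjusted p = 0.497). With only annotated transcripts added up, the calls of Epas1 and Cxcl12 ended at log2 fold changes of 0.46 and −2.41 (adjusted p = 0.495 and 0.0693).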

Among the 104 transcription factors, the most highly significantly expressed transcription factor in NPCs was *Hes3*. 

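Hes3, a bHLH repressor of neural stem cells (ENSRNOG00000010893, chromosome 5, 173018613 to 173020507), rose in NPCs. It was at 1.37 ± 0.611 FPKM (SD, n = 3) in NPCs and 0.0573 ± 0.0597 (SD, n = 3) in MSCs, with 1 MSC library listed at 0. The log2 fold change was 3.15 (SE 0.44, adjusted p = 0.00171) with limma. The NPC libraries were at 1.21, 0.860 and 2.05 FPKM, each above every MSC library.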

*Hes3* is crucial for nervous development; inactivation of this gene leads to depletion of neural stem cells [70]. The second most significant transcription factor was *Tbx10*, which is a T-box binding protein that has a crucial role in motor neuron development [71]. 

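Tbx10 (ENSRNOG00000017944, chromosome 1, 226114098 to 226116913) rose in NPCs. It was at 2.18 ± 0.323 FPKM (SD, n = 3) in NPCs and 0.216 ± 0.171 (SD, n = 3) in MSCs, a log2 fold change of 2.90 (SE 0.42, adjusted p = 0.0021) with limma. The NPC libraries were at 2.02, 2.56 and 1.98 FPKM and the MSC libraries at 0.155, 0.0841 and 0.409 FPKM. The call ended with only annotated transcripts added up, at a log2 fold change of 1.88 (adjusted p = 0.081).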

Another significant transcription factor involved in nervous system development is *Nr4a1* [72]. The 104 upregulated transcription factors in NPCs have their role in neurogenesis. However, future studies should focus on finding the transcription factor network related to these 104 genes that define NPCs.

Transcription factors enrichment analysis was also performed by ChEA3 to find transcription factors that are associated with differential gene changes and they play roles in NPCs differentiation. The list of 3252 differentially expressed genes were subjected to transcription factor enrichment analysis [38]. Among the top ten enriched transcription factors (Fig. 7), the analysis revealed *Meox1* and *Aebp1* are significantly upregulated and *Osr1, Foxs1* and *Cenpa* are significantly downregulated in NPC. 

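Meox1, a homeobox factor of somite development, was at 0.505, 0.284 and 1.09 FPKM in the NPC libraries and listed at 0 in all 3 MSC libraries. Osr1, a zinc finger factor of kidney and heart development (ENSRNOG00000004210, chromosome 6, 45083960 to 45086318), was at 2.10 ± 0.308 FPKM (SD, n = 3) in NPCs and 7.04 ± 2.08 (SD, n = 3) in MSCs, a log2 fold change of −1.74 (SE 0.22, adjusted p = 0.00124). Foxs1, a forkhead factor of perivascular and neural crest-derived cells (ENSRNOG00000008529, chromosome 3, 154809751 to 154810734), was at 15.4 ± 2.69 FPKM (SD, n = 3) in NPCs and 38.9 ± 7.86 (SD, n = 3) in MSCs, a log2 fold change of −1.40 (SE 0.23, adjusted p = 0.00342). Cenpa, the histone variant of centromeres (ENSRNOG00000032178, chromosome 6, 36888797 to 36896348), was at 0.0574 ± 0.0574 FPKM (SD, n = 3) in NPCs and 1.35 ± 0.0702 (SD, n = 3) in MSCs, a log2 fold change of −3.33 (SE 0.33, adjusted p = 0.000387). Of the 10 enriched factors, 4 could be matched and tested with limma, of which 1 rose and 3 fell (1 and 3 adjusted over the list alone). The study selected them through genes that changed in these samples, so the count is not independent evidence. The call of Meox1 ended with a pseudocount of 1, and with only annotated transcripts added up the fold change of Osr1 turned positive.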

Foxs1 is a sensory neuron‐specific gene [73]. Interestingly, *Heyl*, a transcription factor known to promote neuronal differentiation was also identified among the top 3 transcription factors [74]. The complete list of all 1632 site-specific TFs covered by ChEA3, prioritized based on their integrated MeanRank score, along with the overlapping genes found to be differentially expressed by for each TF entry are listed in Additional file 3.

The vast transcriptomic expression difference between MSCs and NPCs indicate that these two cell types are distinct and unique transcriptomic profiles define the two cell types. Some of those differentially expressed genes, particularly the transcription factors can be used as markers of differentiation as well as they can be used further to optimise the differentiation of MSCs into NPCs.

## Conclusions

Overall, this study indicated that rat MSCs could be differentiated into NPCs after Day 3 of induction. NPCs have the capacity for terminal differentiation into neurons. The transcriptomic analysis identified a complex regulation of genes during early neural differentiation of rat MSCs into NPCs in the presence of EGF and bFGF. The transcriptomic data obtained from this study may provide valuable information regarding the biochemical process instigating neural differentiation of MSCs. The transcriptomic analysis revealed the separate gene expression profiles that define MSCs and NPCs.

The vast differences in the transcription factor expression profiles (particularly the transcription factor profiles) between NPCs and MSCs warrant further investigation. Future studies should seek to discover and describe the transcription factor network that defines and maintains NPCs.

## Supplementary information

**Additional file 1: Figure S1.** Representative flow cytometry analysis of Sox2 expression by MSC-derived NPCs and MSCs in basal media. **Figure S2.** Representative flow cytometry analysis of Beta-3-tubulin expression of terminally differentiated NPCs into neurons.

**Additional file 2.** Read pre-processing, quality control, alignment, and gene quantification. Before differentiation expression analysis, raw reads were evaluated for quality check in terms of sequencing quality and potential contamination. Trimming was performed using BBDuk. Reads were aligned to the latest reference genome (rn6) with GTF from Ensembl (v99) using STAR aligner. Aligned reads were transformed into read count per gene using RSEM tool.

**Additional file 3.** Detail of all differentially regulated genes and enriched gene ontology ontologies during the differentiation. Significantly enriched GO terms generated from ClueGO plugin for both up and downregulated genes in NPCs. Details of transcription factor enrichment analysis using ChEA3.

**Additional file 4.** Detail of dataset validation using quantitative real-time PCR. The expression of selected genes of interest was validated using quantitative real-time PCR.

**Additional file 5.** Full list of differential regulated transcription factors in MSCs-derived NPC.

## Data Availability

All data generated and/or analysed during this study are included in this published article or deposited in the GEO database NCBI (https://www.ncbi.nlm.nih.gov/geo/), with the accession number being GSE104548 (Temporary reviewer’s token: apkhkswkthmznqt). Any additional data used and analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

MSCs: Mesenchymal stem cells
NPCs: Neural progenitor-like cells
bFGF: Basic fibroblast growth factor
EGF: Epidermal growth factor
GO: Gene ontology
iPSCs: Induced pluripotent stem cells
PCA: Principal component analysis
RT-qPCR: Quantitative real-time PCR
GSEA: Gene set enrichment analysis
ECM: Extracellular matrix
SD: Sprague Dawley

# Supplementary material for: Significant transcriptomic changes are associated with differentiation of bone marrow-derived mesenchymal stem cells into neural progenitor-like cells in the presence of bFGF and EGF
**Source:** Cell Biosci. 2020 Oct 28;10:126. doi: 10.1186/s13578-020-00487-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Representative flow cytometry analysis of Sox2 expression by MSC-derived NPCs and MSCs in basal media. Figure S2. Representative flow cytometry analysis of Beta-3-tubulin expression of terminally differentiated NPCs into neurons.

Figure S1

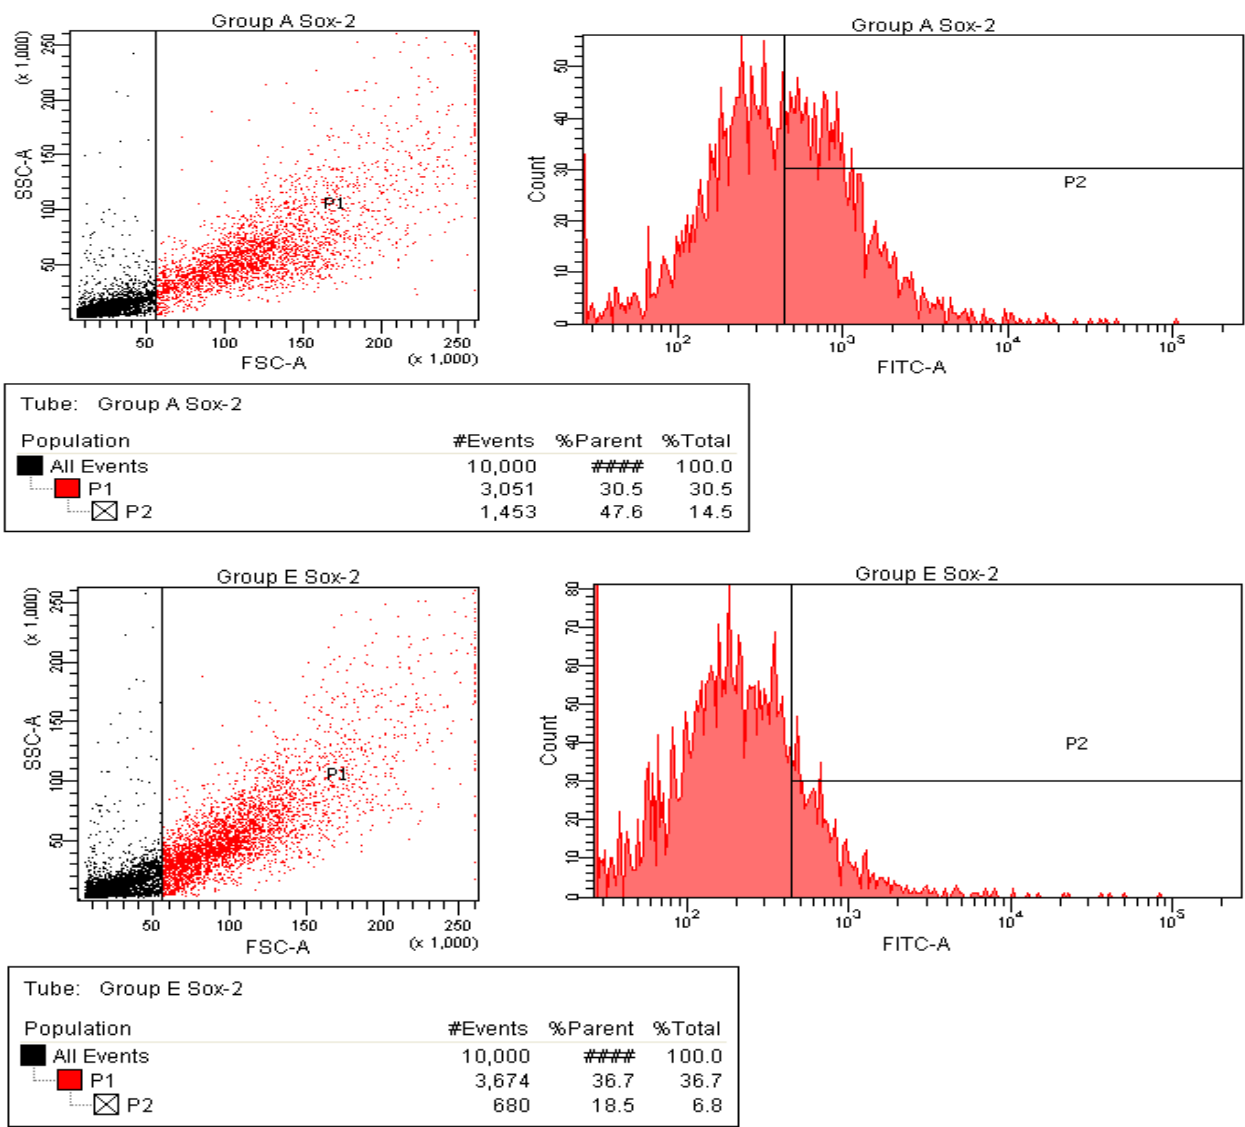

Figure S1: The expression of Sox2 expression in the MSC-derived NPCs (Group A) and the control where the MSCs were suspended in NeuroCult® NS-A proliferation media without EGF and FGF (Group E).

Figure S2

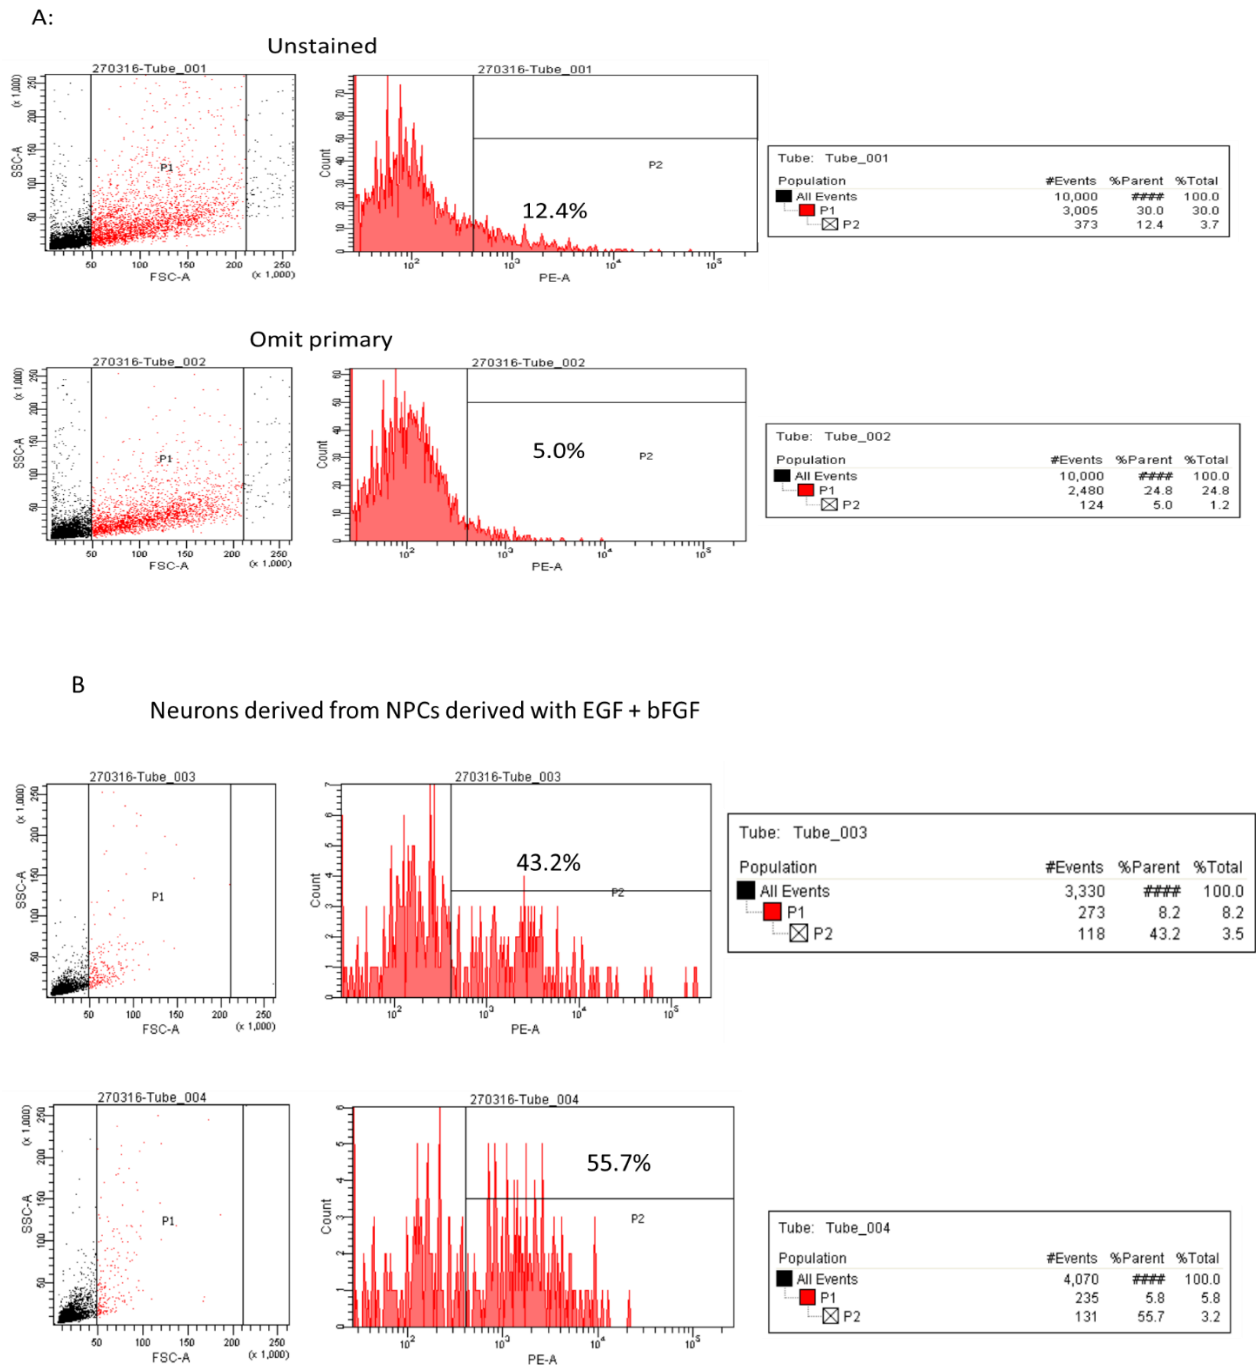

Figure S2: The above figure shows the expression of Beta Tubulin III for mature neurons. A: expression of the Beta Tubulin III in unstained and the negative control. B: expression of Beta Tubulin III in the derived neurons from NPCs

# Supplementary material for: Significant transcriptomic changes are associated with differentiation of bone marrow-derived mesenchymal stem cells into neural progenitor-like cells in the presence of bFGF and EGF
**Source:** Cell Biosci. 2020 Oct 28;10:126. doi: 10.1186/s13578-020-00487-z
**Supplement:** Supplementary file 2 — Additional file 2. Read pre-processing, quality control, alignment, and gene quantification. Before differentiation expression analysis, raw reads were evaluated for quality check in terms of sequencing quality and potential contamination. Trimming was performed using BBDuk. Reads were aligned to the latest reference genome (rn6) with GTF from Ensembl (v99) using STAR aligner. Aligned reads were transformed into read count per gene using RSEM tool.

## QC & MAPPING STATISTICS

The following sections provide a summary of the quality controls obtained for your dataset.

### QC summary

This section includes QC and statistics after pre processing of the reads – trimming for adapters and low quality bases and removal of rRNA reads.

On an average 96% of the reads corresponding to 51.86 M reads pass the filtering criteria across all the samples.

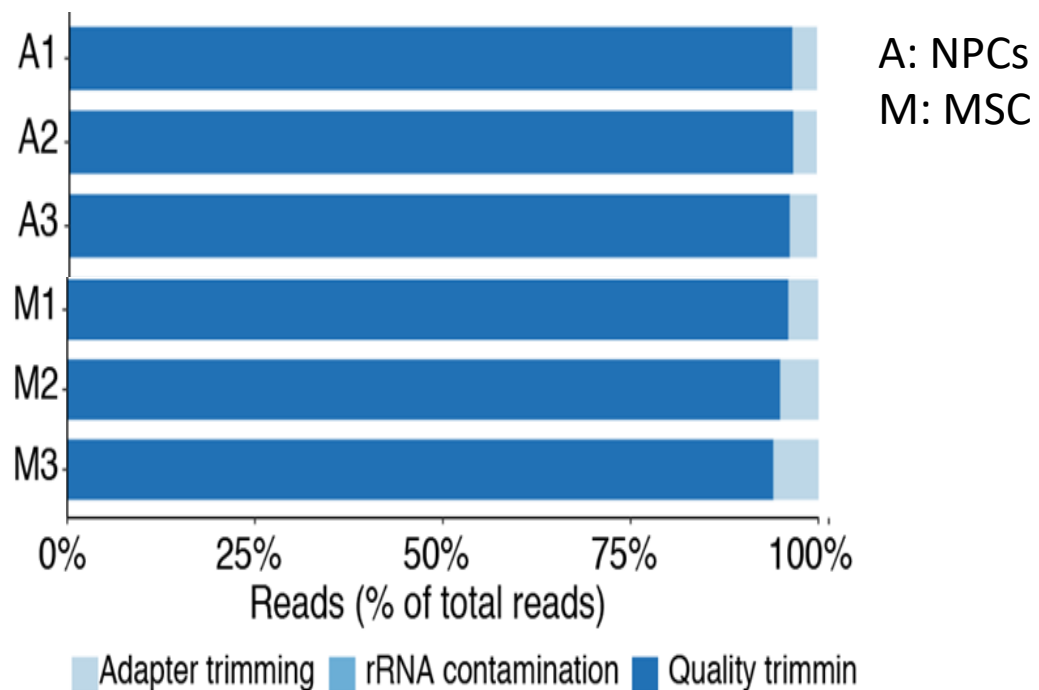

### QC statistics plot of samples

| Sample | Raw reads | Adapter trimming | rRNA contamination | Quality trimming |
|--------|-----------|------------------|--------------------|------------------|
| A1     | 49.05     | 49.04            | 47.44              | 47.44            |
| A2     | 47.41     | 47.4             | 45.9               | 45.9             |
| A3     | 60.28     | 60.27            | 58.09              | 58.09            |
| M1     | 52.15     | 52.12            | 50.04              | 50.04            |
| M2     | 62.01     | 62.01            | 58.83              | 58.83            |
| M3     | 52.85     | 52.84            | 49.66              | 49.66            |

*QC statistics of samples. Numbers are represented in millions*

## Mapping Summary

This section includes the mapping statistics on the rat genome by STAR alignment tool.

On an average 97% of the reads corresponding to 50.5 M reads mapped on the genome across all the samples. (Figure 2 & Table 2)

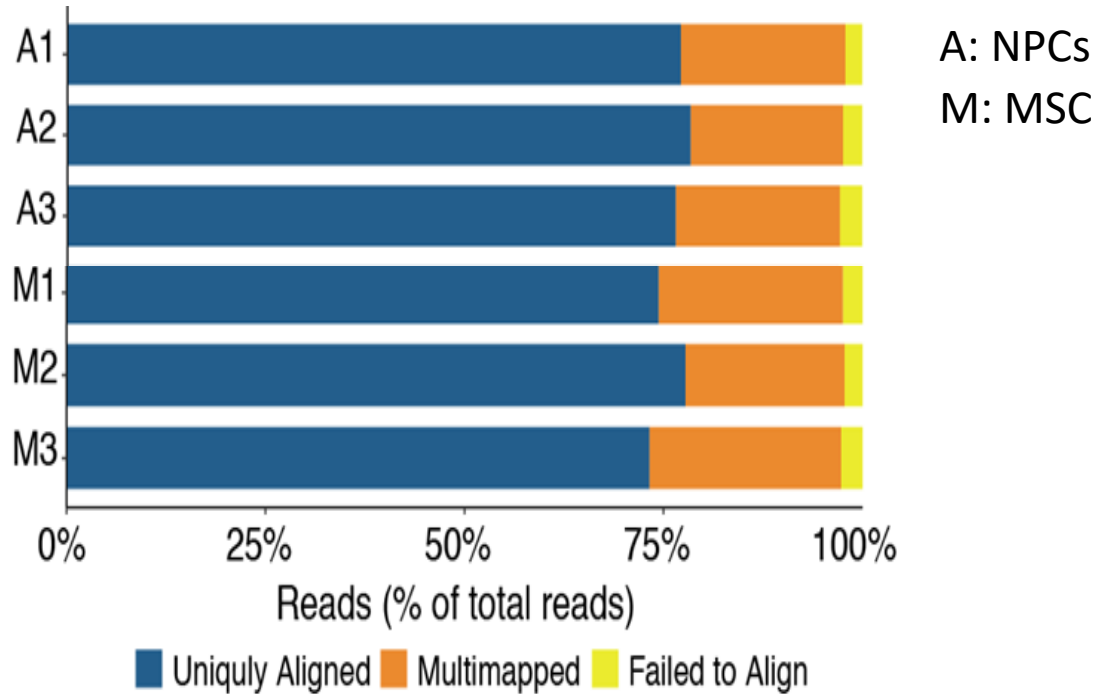

*Mapping statistics plot of samples*

| Sample | # Reads | Uniquely Aligned | Multi-mapped | Aligned | Failed to Align |
|--------|---------|------------------|--------------|---------|-----------------|
| A1     | 47.44   | 36.62            | 9.82         | 46.44   | 1               |
| A2     | 45.9    | 35.98            | 8.82         | 44.8    | 1.1             |
| A3     | 58.09   | 44.46            | 12.01        | 56.47   | 1.62            |
| M1     | 50.04   | 37.22            | 11.58        | 48.79   | 1.25            |
| M2     | 58.83   | 45.74            | 11.76        | 57.5    | 1.33            |
| M3     | 49.66   | 36.37            | 11.96        | 48.32   | 1.34            |

*Mapping statistics of samples. Numbers are represented in millions*

How the deposited data were processed for this re-analysis (not part of the article)

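mRNA-seq of rat bone marrow MSCs at passage 3 and of the cells induced from them for 3 days was used, with 3 groups of 3 libraries: MSCs, NPCs induced with 20 ng/ml EGF and 20 ng/ml bFGF, and cells induced with EGF, bFGF and IGF-1. The dose of IGF-1 is not given in the sources used here. The paper reports the first 2 groups, which are 6 of the 9 libraries. Libraries were made from 300 ng of total RNA with a stranded mRNA kit and read single-end.

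Each deposited file holds the transcripts that the authors assembled for 1 library with Cufflinks, guided by rat Ensembl annotation. Its attribute text gives the FPKM of each transcript as deposited by the authors, on a linear scale, with a confidence interval and the coverage. The FPKM are scaled within a library, and no scaling between libraries was seen. The score values of the same files, as deposited, are Cufflinks scores relative to the most abundant isoform of a locus, and they were not used. The labels name CASAVA 1.8, bcl2fastq, TopHat, Bowtie2, Cufflinks and Cuffdiff. They give no genome build and no annotation release. The authors' methods in the paper describe BBDuk, STAR, RSEM and DESeq2 with shrunken fold changes, and the values of that route are in the paper's tables, not in these files.

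The files hold 29145 annotated transcripts. A gene ID was found for 22125 of them, and the 7020 others were grouped by overlap of their exons into 5276 units, which with 20973 genes makes 26249 units. The FPKM of the annotated and unannotated isoforms of a gene were added. Unannotated transcripts outside the annotated genes, and those of a single exon within introns, were left out of the sums. They were summarised by their share of the reads implied by the deposited values. Read counts could not be recovered, since only 38.4 to 42.5% of the transcripts of a library came out at whole reads within 0.02. The depth per library was read from the width of the 95% confidence intervals of the FPKM, and was 40.3, 38.9 and 47.5 M reads for NPCs, 48.4, 42.5 and 42.6 M for cells induced with IGF-1, and 42.8, 51.2 and 45.9 M for MSCs.

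FPKM were divided by median-of-ratios size factors, and limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust) was fitted to log2(FPKM + 0.1). Genes needed 0.1 FPKM in at least 3 libraries of the fit and an annotated transcript of at least 300 bases. NPCs were compared with MSCs in a fit of 6 libraries, and the libraries with IGF-1 were compared with both other groups in a fit of 9. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Lists of genes were counted by their called members, over all genes and adjusted over the list alone. Principal components used the 500 genes of highest variance, and clustering used average linkage on Euclidean distances over all tested genes. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

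The steps were tested on simulated data with 200 changed genes in each comparison and the spread of the real libraries. For NPCs against MSCs, 82 of 100 genes changed by 1.5 on the log2 scale and 94 of 100 changed by 3 were called with the right sign, and 7 unchanged genes of 13428 in the step were called. For cells induced with IGF-1 the numbers were 78, 98 and 10 of 13928 against MSCs and 76, 96 and 4 of 13904 against NPCs. These numbers were not split by expression level. They therefore do not give the share found among genes near the minimum of 0.1 FPKM, or among genes with no FPKM in any library of a group.

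Names of genes came from Table 1 and Additional files 3 to 5 of the paper. They name 3591 gene IDs, of which 2452 are in the files. Of the 38 gene lists, 31 were drawn from textbook knowledge and the others from the paper. Every textbook list had under 80% of its members named (5 to 42.9%), so the planned camera tests of whole lists were not run. Ribosomal protein genes were taken by symbol, and the kinases whose symbols begin with Rps6k were left out after they were seen. Genes were named in the text by a rule: the genes that the paper names, with values in its tables already seen; the 10 highest and 10 lowest fold changes of each comparison among called genes with groups that do not overlap and a mean of at least 1 FPKM; up to 4 members of each list, first by the size of a called change and then by FPKM; and each called gene of insulin-like growth factor and FoxO signalling. Other genes, chiefly the remaining members of lists with few calls, were chosen after their values were seen. Genes without a name are given by ID for 4 cases. Some genes that the rule covers are not reported here.

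The alternatives were pseudocounts of 1 and 0.01, a filter at 1 FPKM and none, no rescaling, quantile normalisation, the replicate number as a block, eBayes without trend, genes of every length, other sets of libraries in the fit, all genes in the principal components, and leaving out each library in turn. Adding up annotated transcripts alone was chosen after the data were seen. The MSCs and NPCs came from the same 3 rats, but no source used here says which replicate numbers share a rat, so the numbers were not taken as pairs.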

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

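The test of depth and the splits of the libraries for counts of genes were chosen after the results were seen, and the tests of strand before.

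The paper does not report the 3 libraries of cells induced with EGF, bFGF and IGF-1, and a signal appeared there. Against MSCs, 3035 of 14208 genes passed with limma, of which 1644 rose and 1391 fell (1269 and 1430 with quantile normalisation, 838 and 918 with a pseudocount of 1, 1815 and 1262 with no rescaling), and the groups did not overlap for 7729 genes (54.4%, against 10% by chance). Of the 10 ways to split these 6 libraries into groups of 3, the real split gave 3035 and the highest other 2, and 1 split reached the real count. The largest increases were those of Mmp10, with a log2 fold change of 9.80, and Mmp3, with 9.27. The same 10 splits of the NPC and MSC libraries gave 2926 for the real one and 3 for the highest other, and 1 split reached the real count. Splits of 3 against 3 are too few for a share under 0.05.

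Between the 2 induction media, 3 of 14208 genes passed with limma, where 2 rose and 1 fell with IGF-1. Without replicate 1 with IGF-1 there were 10 (3 rose and 7 fell), without replicate 2 or 3 with IGF-1 there were 2, both of which fell, and without 1 NPC library there were 5, 5 and 6, of which 4, 3 and 5 rose. An unadjusted p under 0.05 was found for 651 genes (4.6%), and the groups did not overlap for 1363 (9.6%, against 10% by chance). The 95% confidence interval of the fold change lay within 1 on the log2 scale for 10335 genes (72.7%). The 3 genes have no name in the sources used here. ENSRNOG00000016033 (chromosome 3, 14094225 to 14096950) was at 1.42, 1.38 and 1.22 FPKM with IGF-1 and listed at 0 in the other 6 libraries, and it was called in 15 of 18 settings. The filter asks for 3 libraries with expression, so this gene could not be tested without any 1 of the IGF-1 libraries. ENSRNOG00000045543 (chromosome 1, 268542217 to 268542909) was at 2.15 ± 0.107 FPKM (SD, n = 3) with IGF-1 and 0.222 ± 0.0250 (SD, n = 3) without, a log2 fold change of 2.79 (SE 0.31, adjusted p = 0.0338), and was called in 7 of 18. ENSRNOT00000072149 (chromosome 1, 81481174 to 81487900) was at 9.40 ± 1.93 FPKM (SD, n = 3) with IGF-1 and 32.5 ± 4.12 (SD, n = 3) without, a log2 fold change of −1.81 (SE 0.19, adjusted p = 0.0282), and was called in 12 of 18. The fold changes of ENSRNOG00000045543 and ENSRNOT00000072149 turned to −1.68 and 1.49 (adjusted p = 0.226 and 1) with only annotated transcripts added up. Of 10 splits of the 6 libraries, 2 gave 3 genes or more, with 3 for the real split and 3 for the highest other, and splits of this size are too few for a share under 0.05. The euclidean distances between libraries of the 2 media (83.3 to 93.9) overlapped those within a medium (76.5 to 93.1), and those between MSCs and cells induced with IGF-1 were 144.5 to 162.3.

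Reads in this paragraph are those implied by the deposited values, not counts. Unannotated transcripts of a single exon within introns, which the paper does not analyse, held more of the reads in both kinds of induced cells than in MSCs. Their share was 2.91% in NPCs and 2.17% ± 0.14 (SD, n = 3) with IGF-1, against 0.62% in MSCs. Depth as the cause is argued against, since all 3 MSC libraries lay above the lowest NPC library in depth, and genomic DNA is argued against because at least 97.8% of the extra reads lay on the strand of the host gene, where DNA would put them on both strands alike. Unspliced RNA of the host genes is a candidate source that goes with the same 97.8%, but it does not account for unannotated single-exon transcripts between annotated genes, which also held more of the reads, at 4.60% ± 0.51 (SD, n = 3) in NPCs and 4.39% ± 0.26 (SD, n = 3) with IGF-1 against 2.77% ± 0.06 (SD, n = 3) in MSCs. Whether the induction itself or the handling of the induced cells raised it was not tested.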

How the results depend on the processing

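The alternative that adds up annotated transcripts alone was chosen after the data were seen, and the others were set in advance. The camera tests of lists were not run, because too few members of each list had a name.

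Of 138 named genes tested between NPCs and MSCs, 120 were called, and 90 of these were called under every alternative set in advance that tests them, while 30 were lost under at least 1. Over all of these alternatives, 1990 of 2064 values kept their direction and side of the threshold, 61 lost their call, 8 gained one and 5 reversed. A pseudocount of 1 ended 25 calls, more than any other of these, and by its construction it shrinks the fold change of genes expressed under 1 FPKM. Annotated transcripts alone ended 26 of 129 and reversed 6.

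For NPCs against MSCs, leaving out 1 library gave 2242 to 2849 genes and the other alternatives set in advance 1716 to 3025. More genes rose than fell in the main fit, and more fell than rose with quantile normalisation, a pseudocount of 1 or a filter at 1 FPKM (1073 and 1074) and without NPC replicate 1 (1054 and 1188), 2 (1219 and 1247) or 3 (1362 and 1487). Without 1 library the filter still asked for 0.1 FPKM in 3 libraries, so genes expressed only in the group that lost it were not tested. Of 138 named genes, 115 were tested without an NPC library and 123 to 125 without an MSC library. The larger number of falls without an NPC library is therefore not read as a change of direction. For cells induced with IGF-1 against MSCs the ranges were 2700 to 2977 and 1756 to 3166. The counts of transcription factors were 58 to 68 and 38 to 80. Those of list members, over the textbook lists alone, were 119 to 129 and 107 to 144. With a pseudocount of 1 the counts were 1716, 1756 and 38 (genes of the 2 comparisons and transcription factors), with a filter at 1 FPKM the transcription factors were 46, since fewer genes are tested, and with annotated transcripts alone the counts were 1199, 1504, 31 and 90 (list members last). The first principal component held 67.4 to 69.6% of the variance without 1 library and 65.5% over all genes.

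Between the 2 media, 3 genes passed, and the number was 5 with no filter on low values, 5 with eBayes without trend, 9 with genes of every length and 19 with annotated transcripts alone. Without 1 library it was 2 to 10: 5 without NPC replicate 1, 5 without NPC replicate 2, 6 without NPC replicate 3, 10 without replicate 1 with IGF-1, and 2 without replicate 2 or 3 with IGF-1. Genes still needed 0.1 FPKM in 3 libraries, so ENSRNOG00000016033, expressed only with IGF-1, was not tested without an IGF-1 library. The cause of the other changes was not tested. No gene of the 31 textbook lists passed between the media under any of the alternatives run. That count leaves out genes found only in the lists from the paper.

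With the replicate number as a replicate block, 2846 genes passed between NPCs and MSCs, 2993 between cells with IGF-1 and MSCs, and 1 between the 2 media, where the block leaves fewer degrees of freedom. It ended the calls of Timp4 and Rgs5 between NPCs and MSCs, and those of ENSRNOG00000045543 and ENSRNOT00000072149 between the media. Deviations of NPC and MSC libraries of the same number from their group means had correlations of 0.04, 0.19 and −0.06 over 7560 genes, so the numbers do not show which libraries share a rat.

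Reversed fold changes of genes that were not called are those of Bcl2 (−0.04 with quantile normalisation), Alas2 (−0.19 to 0.01 without 1 library), Ccng1 (−0.05 to 0.12) and Klf1 (−0.28 to 0.17). With annotated transcripts alone, the fold changes were −0.14 for Bcl2l11, 0.19 for Col24a1, 2.43 for Osr1, −0.21 for Sox5, −1.52 for Ung and −1.49 for Xpc, and between the media −1.68 for ENSRNOG00000045543 and 1.49 for ENSRNOT00000072149. The cause was not tested.

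Without rescaling, the median of all genes shifted to 0.13 between cells with IGF-1 and MSCs and to 0.09 between NPCs and MSCs, on the log2 scale. Depth limits the genes near the filter, where a value of 0.1 FPKM in a transcript of 1 kilobase rests on few reads, and depths of 38.9 to 51.2 M reads do not remove that limit.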

Differences from the paper's values

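No test in this part was chosen after the values were seen. Both sides use the same thresholds for calls, and the alternatives named were set before the data were examined. The paper's errors are the standard errors of its log2 fold changes in its Additional files, and a value differs when it lies outside the larger of that error and the SD here.

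The paper counts 149 transcription factors past its thresholds, 104 higher and 45 lower in NPCs, against 79, 55 and 24 here. None of the alternatives comes within 1.5 times of the paper's count of 149, and none could, since only 95 of these factors are in the files. The other 54 are not in the files under their IDs, so the 2 counts cannot be set against each other. Of the 88 factors that could be tested, 79 passed.

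Log2 fold changes of 23 genes could be compared with the paper's, without 6 genes that are listed at 0 in a group. All had the same sign and 13 differed by more than the larger error, each smaller in size here. With a pseudocount of 0.01, 20 of the 23 lie within the error, and with a pseudocount of 1, 3 do. Genes that come within the larger error with a pseudocount of 0.01, and under no other alternative, are Vcam1 (the paper's 5.92 against 4.67 here, 5.92 with 0.01), AABR07054614.1 (the paper's 5.48 against 4.38, 5.56 with 0.01), Cdca3 (the paper's −6.05 against −4.18, −5.59 with 0.01), Prnd (the paper's −9.07 against −5.08, −8.07 with 0.01), Car2 (the paper's 5.88 against 2.43, 5.11 with 0.01), Cass4 (the paper's 4.17 against 2.71, 4.03 with 0.01), Hes3 (the paper's 4.72 against 3.15, 4.82 with 0.01), Epas1 (the paper's 2.12 against 1.85, 1.98 with 0.01) and Dlx3 (the paper's 5.77 against 4.51, 5.44 with 0.01). Osr1 was at the paper's −2.11 against −1.74 here, and it comes within the error with a pseudocount of 0.01 (−1.78), with quantile normalisation (−1.91), without NPC replicate 2 (−1.83), without MSC replicate 2 (−1.75) and without MSC replicate 3 (−1.91). No alternative reaches the paper's values for Vat1l (the paper's 6.67 against 1.81 here), Dclk3 (the paper's 5.80 against 1.90) and Scn7a (the paper's 6.13 in Additional file 3 and 5.68 in Table 1 against 1.46). With a pseudocount of 0.01 these were 4.51, 4.39 and 3.92. Their MSC libraries were at 0 to 0.0111 FPKM, so the fold changes here are set largely by the value added, and the gap is not read as a disagreement of the data.

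The paper's Additional file 4 lists a small mRNA-seq decrease for Tagln, which is the value that Additional file 3 gives for Tagln2, −1.22. Here Tagln2 had −1.21 and Tagln −6.28, and the paper's RT-qPCR value for Tagln was −5.42. For Mmp10 the paper's RT-qPCR gives 1.32, where 9 of 9 MSC wells and 5 of 9 NPC wells were at the limit of 35 cycles, against 8.72 here. Wells at that limit also enter the paper's RT-qPCR values of Cass4 (5 of 9 MSC wells), Ret (8 of 9 MSC wells) and Kif2c (4 of 9 NPC wells).

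The paper calls Hes3 and Tbx10 the most significant of its 104 upregulated transcription factors. Among these 104, they rank 60 and 81 by the adjusted p of its Additional file 5 and 3 and 19 by log2 fold change. In its Fig. 6b their bars stand at about 8.8 and about 5.8, read by eye, while Additional file 5 gives 4.72 and 2.66. The bar heights match the highest log2 fold changes of Additional file 5, which are 8.8 for Meox1 and 5.77 for Dlx3. The heights are therefore not read as other values for Hes3 and Tbx10. Here Hes3 and Tbx10 rose by 3.15 and 2.90.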

Other observations

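The test of mitosis against DNA replication was chosen after the result was seen, and its first form, which asked for no overlap, would have failed. The lists below are counted with limma in NPCs against MSCs, and most of their named members come from the paper's table of called genes, so the counts are not independent evidence of direction. Of the members named by gene ID order alone, those called were 0 of 1 for hypoxia, 1 of 2 for inflammation, 1 of 5 for interferon, 0 of 3 for the stress responses, 0 of 1 for heat shock, 1 of 3 for osteogenic, 2 of 4 for chondrogenic, 2 of 5 for insulin-like growth factor and FoxO, 2 of 2 for endothelial and pericyte, 0 of 2 for erythroid and 1 of 1 for epithelial genes, and the other lists below had none tested. Over the 31 textbook lists, the called members numbered 139 in the real split of the libraries and 0 in the highest other. Of the 10 splits, 1 reached the real count. For transcription factors the numbers were 79, 0 and 1, and for the textbook lists between the 2 media 0, 0 and 10. Genes found only in the lists from the paper did not enter these counts of list members. These splits are too few for a share under 0.05.

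Genes of mitosis fell while most genes of DNA replication did not pass, and names taken from the paper's table of called genes are a candidate explanation. Over the members named by gene ID order alone, 4 genes of mitosis had a median log2 fold change of −2.58 (−3.57 to −1.34) and 9 of DNA replication one of −0.18 (−1.47 to 0.68). An exact permutation test of the difference of medians gave p = 0.014, which argues against the naming as the whole cause, although the ranges overlap and genes are not independent replicates. Whether fewer cells divided or mitotic genes fell within cells was not tested.

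All 8 tested genes of sterol synthesis fell (8 adjusted over the list alone). Cyp51, a demethylase of lanosterol (ENSRNOG00000007234, chromosome 4, 27078469 to 27096431), was at 8.40 ± 2.87 against 61.5 ± 15.1 FPKM (SD, n = 3), a log2 fold change of −2.95 (SE 0.25, adjusted p = 0.00022). Acat2 and Fdft1 fell with log2 fold changes of −2.64 (SE 0.18, adjusted p = 8.55e-05) and −1.53 (SE 0.15, adjusted p = 0.000371).

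Of 7 tested genes of hypoxia and glycolysis, 6 rose and 1 did not pass (6 adjusted over the list alone). Pgf, placental growth factor (ENSRNOG00000005650, chromosome 6, 116552660 to 116563240), was at 35.3 ± 15.3 against 2.17 ± 0.0855 FPKM (SD, n = 3), a log2 fold change of 3.77 (SE 0.33, adjusted p = 0.000247). With no rescaling of the libraries all 7 rose. Of 12 tested genes of inflammation, 8 rose, 3 fell and 1 did not pass (8 and 3 adjusted over the list alone). Ccl7, a chemokine for monocytes (ENSRNOG00000000239, chromosome 10, 69058109 to 69059959), was at 55.2 ± 9.13 against 4.63 ± 0.123 FPKM (SD, n = 3), a log2 fold change of 3.46 (SE 0.17, adjusted p = 2.66e-05). The genes that fell were Il33, Cxcl12 and Tnfaip6. Of 10 tested interferon genes, 5 rose, 1 fell and 4 did not pass (5 and 1 adjusted over the list alone). Psmb9, an immunoproteasome subunit, rose with a log2 fold change of 3.2 (SE 0.26, adjusted p = 0.00018), and Irf7 and Irf1 with 2.56 (SE 0.33, adjusted p = 0.0012) and 1.88 (SE 0.18, adjusted p = 0.000338). Isg15 and Oasl2 rose with 1.79 (SE 0.42, adjusted p = 0.0153) and 1.71 (SE 0.40, adjusted p = 0.0151), and Ifit2 fell with −1.15 (SE 0.21, adjusted p = 0.0055). The call of Isg15 ended without MSC replicate 1 (adjusted p = 0.0515), and those of Irf7 and Isg15 with only annotated transcripts added up, with log2 fold changes of 1.9 for both (adjusted p = 0.103 and 0.0776). With no rescaling of the libraries 6 of the 10 rose.

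Of 6 tested genes of the unfolded protein and integrated stress responses, 3 fell and 3 did not pass (3 adjusted over the list alone). Mthfd2, a mitochondrial enzyme of folate metabolism (ENSRNOG00000010833, chromosome 4, 179592814 to 179604331), was at 17.2 ± 9.22 against 65.9 ± 8.04 FPKM (SD, n = 3), a log2 fold change of −2.12 (SE 0.36, adjusted p = 0.00389). Chac1 and Slc7a11 fell with −3.10 (SE 0.85, adjusted p = 0.0325) and −1.37 (SE 0.33, adjusted p = 0.0157), and Calr had −0.74 (SE 0.27, adjusted p = 0.0655). The call of Chac1 ended without MSC replicate 1, 2 or 3 or NPC replicate 1 or 2 (adjusted p 0.0662 to 0.102), that of Slc7a11 without MSC replicate 3 (adjusted p = 0.0502) and with a pseudocount of 1, and Calr passed without MSC replicate 3 (log2 fold change −1.05). With only annotated transcripts added up, the calls of Chac1 and Slc7a11 ended too, at log2 fold changes of −2.98 and −2.23 (adjusted p = 0.0967 and 0.154). Of 2 heat shock genes, Hspa4l fell with −2.21 (SE 0.31, adjusted p = 0.00186) and Hsph1 did not pass, with 0.19 (SE 0.17, adjusted p = 0.413) (1 adjusted over the list alone). The call of Hspa4l ended with a pseudocount of 1.

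Of 6 tested osteogenic genes, Dlx3, Mmp13 and Dmp1 rose, Dlx5 fell and 2 did not pass (3 and 1 adjusted over the list alone). Dmp1, a matrix protein of bone and dentin (ENSRNOG00000002167, chromosome 14, 6878109 to 6885158), was at 1.82 ± 1.43 against 0.0404 ± 0.0292 FPKM (SD, n = 3), a log2 fold change of 3.46 (SE 0.54, adjusted p = 0.0028). Of 9 tested chondrogenic genes, 5 rose, 2 fell and 2 did not pass (5 and 2 adjusted over the list alone). Those that rose were Prg4, Frzb, Sox5, Chad and Ucma, which was at 1.78, 2.67 and 0.455 FPKM in the NPC libraries and listed at 0 in MSCs, and Col11a1 and Col9a2 fell. With quantile normalisation 4 rose and 2 fell. The 1 adipogenic gene tested, Zfp423, rose with 2.12 (SE 0.42, adjusted p = 0.00775) (1 adjusted over the list alone), and its call ended with a pseudocount of 1.

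Of 10 tested genes of insulin-like growth factor and FoxO signalling, 6 rose, 1 fell and 3 did not pass (6 and 1 adjusted over the list alone). Igf2r, a receptor that clears insulin-like growth factor 2 (ENSRNOG00000014997, chromosome 1, 51488769 to 51577141), was at 255 ± 39.3 against 49.3 ± 1.07 FPKM (SD, n = 3), a log2 fold change of 2.28 (SE 0.16, adjusted p = 8.75e-05). Pdk4, a kinase that inhibits pyruvate dehydrogenase (ENSRNOG00000009565, chromosome 4, 30451701 to 30463752), was at 4.48 ± 1.01 against 0.287 ± 0.0466 FPKM (SD, n = 3), a log2 fold change of 3.48 (SE 0.26, adjusted p = 0.000115). Bcl6, a transcriptional repressor (ENSRNOG00000001843, chromosome 11, 80454014 to 80477192), was at 20.2 ± 2.46 against 4.396 ± 0.480 FPKM (SD, n = 3), a log2 fold change of 2.10 (SE 0.15, adjusted p = 0.000107). Igfbp7 rose with 1.5 (SE 0.26, adjusted p = 0.00417), Txnip and Bcl2l11 rose, and Igfbp6 fell with −2.82 (SE 0.48, adjusted p = 0.00393). With no rescaling of the libraries 7 rose and 1 fell.

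Of 3 tested genes of macrophages and blood cells, Cd68 and Spi1 rose and Lcp1 fell (2 and 1 adjusted over the list alone). Cd68, a lysosomal glycoprotein (ENSRNOG00000037563, chromosome 10, 56014365 to 56016243), was at 10.5 ± 0.925 against 0.344 ± 0.142 FPKM (SD, n = 3), a log2 fold change of 4.55 (SE 0.26, adjusted p = 4.35e-05). Spi1 had 1.2 (SE 0.28, adjusted p = 0.0135), and its call ended with a pseudocount of 1, with quantile normalisation and without MSC replicate 1 (adjusted p = 0.0593). Lcp1 was at 0.208, 0.238 and 0.183 FPKM in the MSC libraries and listed at 0 in NPCs. Of 6 tested endothelial and pericyte genes, Vwf, Sox18 and Rgs5 rose and Flt1, Abcc9 and Kcnj8 fell (3 and 3 adjusted over the list alone). Flt1 was at 1.42, 1.70 and 0.780 FPKM in the MSC libraries and listed at 0 in NPCs, and the paper's own TPM are 0.33, 0.45 and 0.21 in MSCs and 0.10, 0.10 and 0.11 in NPCs. Rgs5 had 1.69 (SE 0.53, adjusted p = 0.0433), and its call ended with a pseudocount of 1, with quantile normalisation, with no filter on low values and without MSC replicate 2 or 3 or NPC replicate 1 or 2 (adjusted p 0.117 to 0.128). The calls of Vwf, Abcc9 and Lcp1 ended with a pseudocount of 1, and those of Abcc9 and Rgs5 with only annotated transcripts added up (log2 fold changes −0.23 and 0.56, adjusted p = 0.915 and 0.72).

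All 3 tested epithelial genes rose (3 adjusted over the list alone). Evpl, envoplakin (ENSRNOG00000009343, chromosome 10, 104768346 to 104784686), was at 2.65 ± 1.01 against 0.0878 ± 0.0291 FPKM (SD, n = 3), a log2 fold change of 3.76 (SE 0.32, adjusted p = 0.000238). Ppl, its partner periplakin, rose with 3.56 (SE 0.32, adjusted p = 0.000269) and Grhl3 with 2.03 (SE 0.25, adjusted p = 0.000925), whose call ended with a pseudocount of 1. The 2 erythroid genes tested, Alas2 and Klf1, did not pass (0 adjusted over the list alone), with −0.06 (SE 0.28, adjusted p = 0.873) and −0.08 (SE 0.36, adjusted p = 0.873), and with unadjusted p of 0.825 and 0.824. Of 4 ribosomal protein genes tested with limma, none passed, and none had an unadjusted p under 0.05 (0 of 4). No mitochondrially encoded gene could be named.

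With IGF-1 in the medium, Apln, a peptide ligand of endothelial cells, was at 14.9 ± 2.69 FPKM (SD, n = 3) against 6.14 ± 1.55 (SD, n = 3) in NPCs, and Cox4i2 at 51.6 ± 6.28 FPKM (SD, n = 3). Their log2 fold changes between the media were 1.26 and 1.36 (SE 0.22 and 0.28, adjusted p = 0.307 and 0.534), and neither passed. Of the lists, none had a member past the thresholds between the media with limma over all genes, and 0 to 5 members of a list had an unadjusted p under 0.05. Adjusted over the list alone, members passed in the lists of autonomic genes (1), RT-qPCR genes (2), Table 1 (2), hypoxia (1) and neural crest (1). The lists share members, and these are 3 genes, Ret, Cox4i2 and Mmp10, all higher with IGF-1. Ret was at 1.90 ± 1.08 FPKM (SD, n = 3) with IGF-1 and 0.259 ± 0.158 (SD, n = 3) without, a log2 fold change of 2.37 (SE 0.50, adjusted p = 0.556 over all genes), and Mmp10 had one of 1.07 (SE 0.39, adjusted p = 1 over all genes). Of 90 transcription factors tested between cells with IGF-1 and MSCs, 55 rose and 24 fell.

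A value of 0 in the files does not always stand for a silent gene. Over 1450 genes that the paper's table of TPM also holds, 2115 of 8700 values are 0, and for 28 of these the paper's TPM is at least 1. In 7 cases all libraries of a group are at 0 while the paper's TPM is at least 1 in each. Srrd is 1 of these, at 0 in the NPC libraries where the paper's TPM are 1.28, 1.84 and 1.52, so its place among the largest decreases between NPCs and MSCs is not read as a change. Hvcn1, listed at 0 in MSCs, is at 6.93, 7.24 and 7.00 TPM in NPCs and 0.33, 0.30 and 0.28 in MSCs in the paper's table, so the size of its change is not settled by the files.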
